# A Man-Made ATP-Binding Protein Evolved Independent of Nature Causes Abnormal Growth in Bacterial Cells

**DOI:** 10.1371/journal.pone.0007385

**Published:** 2009-10-08

**Authors:** Joshua M. Stomel, James W. Wilson, Megan A. León, Phillip Stafford, John C. Chaput

## Abstract

Recent advances in *de novo* protein evolution have made it possible to create synthetic proteins from unbiased libraries that fold into stable tertiary structures with predefined functions. However, it is not known whether such proteins will be functional when expressed inside living cells or how a host organism would respond to an encounter with a non-biological protein. Here, we examine the physiology and morphology of *Escherichia coli* cells engineered to express a synthetic ATP-binding protein evolved entirely from non-biological origins. We show that this man-made protein disrupts the normal energetic balance of the cell by altering the levels of intracellular ATP. This disruption cascades into a series of events that ultimately limit reproductive competency by inhibiting cell division. We now describe a detailed investigation into the synthetic biology of this man-made protein in a living bacterial organism, and the effect that this protein has on normal cell physiology.

## Introduction

The emerging field of synthetic biology is divided into two broad classes, both of which attempt to understand and harness basic underlying principles of living systems[1]. One uses engineering concepts to design and build artificial gene networks from component parts that exist in nature, but once assembled function in unnatural ways[2], [3], [4], [5]. Early efforts in this area have resulted in examples of engineered microorganisms, mainly *Escherichia coli* and *Saccharomyces cerevisiae*, with synthetic biology frameworks that function as toggle switches[6], self-assemble into oscillating networks[7], and establish predator-prey ecosystems[8]. A different area of synthetic biology relies on chemistry and chemical biology to develop unnatural chemical systems that emulate the emergent properties of life or function inside living cells[9], [10]. This area of synthetic biology is credited with establishing fundamental insights into the origins and biology of the cell[11], [12], [13], [14], [15], [16], as well as creating an alternative genetic system that is now used as a diagnostic tool to detect HIV and hepatitis in infected patients[17], [18].

One unexplored avenue within the chemical side of synthetic biology involves examining the physiology of man-made proteins inside living cells. While recombinant DNA technology has produced many examples where natural proteins have been engineered with properties that are desirable for biotechnology, such as improved stability or expanded substrate specificity, these structures all derive from sequences whose ancestors can be traced back to nature[19], [20], [21]. Recent progress in *de novo* protein design and *de novo* protein evolution has shown that it is now possible to create novel synthetic proteins using methods that no longer rely on natural protein scaffolds as starting points[22]. Examples of man-made proteins include a 4-helix bundle created by binary patterning[23], computational design of an α/β protein called Top7[24], and an *in vitro* evolved ATP-binding protein known as Family B[25]. While all three proteins adopt discrete structures, with Top7 and Family B collapsing into novel folds, only the *de novo* evolved ATP-binding protein exhibits a predefined function[25]. Our previous experience in the directed evolution and structure determination of the Family B protein led us to wonder how living cells might respond to an encounter with a man-made protein whose creation never involved heterologous expression in a host organism[26], [27], [28]. Would such an encounter reveal something new about biological pathways or help explain why certain protein folds are not observed in nature? One possibility is that natural selection may have biased the set of proteins found in nature to favor only those structures that are well suited to the cellular environment. This would suggest that proteins with non-cellular origins might have structures or functions that are incompatible with normal cellular biology, which of course would significantly limit their use in synthetic biology.

We therefore designed a set of experiments that enabled us to monitor the physiology and morphology of *Escherichia coli* cells transformed with a plasmid containing the synthetic gene to a well characterized and highly evolved variant of the Family B protein known as protein DX. We previously evolved protein DX from its synthetic progenitor to bind ATP with high affinity and specificity, and solved the x-ray crystal structure of this protein to a resolution limit of 1.65 Å[28]. This man-made ATP-binding protein (Figure 1) adopts a novel zinc-nucleated α/β-fold with a unique topology. The ATP-binding motif differs considerably from traditional ATP-binding motifs found in nature[29], suggesting that there are many solutions to the problem of a how a protein can fold to bind ATP. While biochemical and structural characterization of protein DX required expression and purification from *E. coli* lysate, no systematic attempt has yet been made to characterize the interactions between this protein and any host organism. Given the importance of ATP as the main energy source of the cell and central metabolite and substrate in many enzymatic pathways, we reasoned that expression of protein DX in *E. coli* would elicit one or more biochemical responses due to the function of DX as a high affinity ATP-binding protein. The following study describes the first investigation into the synthetic biology of a non-biological protein in a living bacterium, and its consequences on cell physiology.

**Figure 1:**
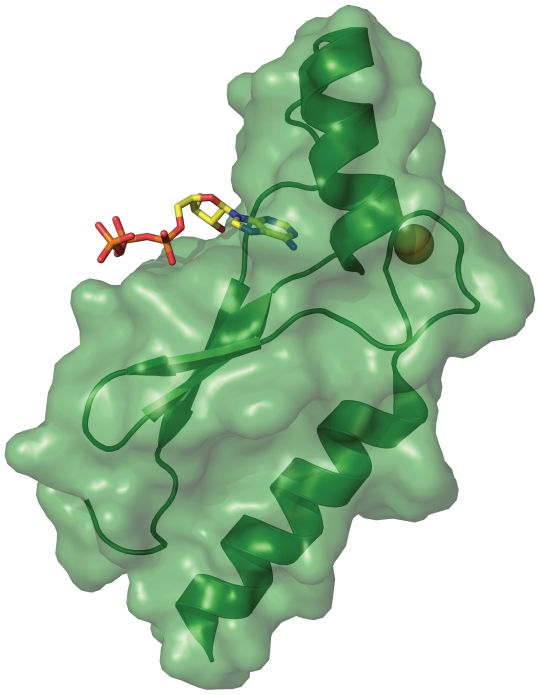
X-ray crystal structure of protein DX with translucent surface rendering. Protein DX adopts a novel zinc-nucleated α/β-fold with a topology not yet been observed in nature. The zinc and ATP ligands are colored according to atom type (PDB: 2P09).

## Results

### Expression of a Man-Made Protein in Bacteria

To evaluate the effect of expressing a completely synthetic protein inside a living host organism, a pBAD18 vector containing the DX gene under the control of an arabinose-inducible promoter (pBAD18-DX) was transformed into the commercial *E. coli* strain Top10[30]. Control strains were constructed with an empty vector (pBAD18-E) and pBAD18 vector expressing human ubiquitin (pBAD18-UBQ). Ubiquitin was chosen based on its similar size to protein DX, well-folded nature, and absence of a native homologue in *E. coli*. We cultured all three strains in Luria-Bertani broth (LB) media containing arabinose inducer and monitored cell density and growth over the course of a 10-hour period. Cells were plated onto LB-agar plates in 10-fold serial dilutions, beginning with a 1000-fold dilution and colonies were inspected after overnight incubation at 37°C. We observed that the number of colony forming units (CFUs) present in the DX-producing strain increased during the first four hours of induction. However, after four hours of induced growth, the number of CFUs present in the DX-producing strain remained constant, while the number of CFUs observed in the control strains continued to increase with time (Figure 2). Close inspection of the CFUs formed by the pBAD18-DX strain indicated that at longer induction times the DX-producing colonies appeared smaller, darker, and more flat than colonies observed in either control strain (Figure S1). This effect manifests after only one hour when protein expression is maintained by plating the DX-producing strain onto solid media containing inducer. When the DX-producing strain is both cultured and plated in the absence of inducer the resulting CFUs appear indistinguishable from CFUs produced in the control stains, and only minor differences are observed when the DX-producing strain is cultured in liquid media without inducer but plated onto solid media containing the arabinose inducer.

**Figure 2:**
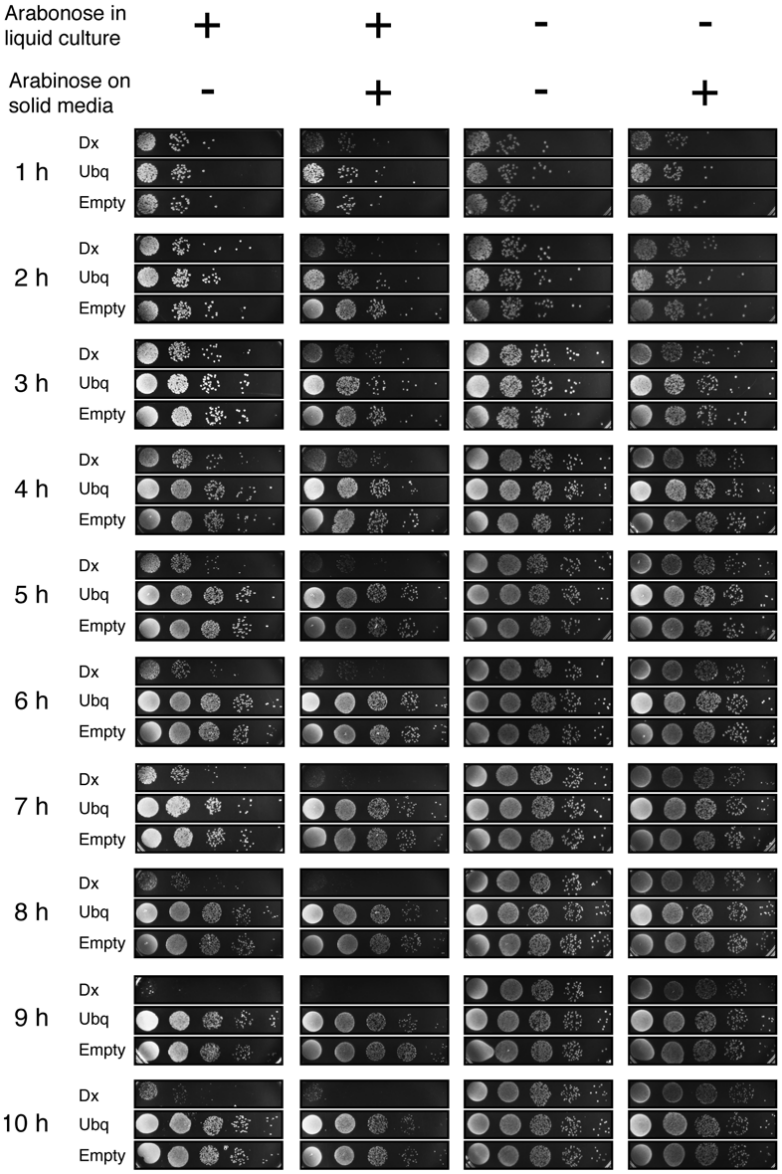
Expression characteristics of *E. coli* cells expressing protein DX. *E. coli* cells containing the DX, ubiquitin, or empty vector were induced in liquid media with arabinose and spotted in 10-fold dilutions onto solid agar plates that either contained (column 2) or were devoid (column 1) of the arabinose inducer. A series of control experiments were performed in parallel in which uninduced cells were plated onto solid media that contained (column 4) or were devoid (column 3) of arabinose.

### Metabolic Effect of DX Expression

Limited propagation of the DX-producing strain under post-induction conditions indicates that expression of the DX gene in *E. coli* leads to interference with the normal mechanism of cell growth and division. This type of response can occur when cells deplete their available nutrients by translating proteins at abnormally high levels [31]. To test this possibility, we monitored protein formation by western blot analysis using an anti-Flag antibody to detect a Flag epitope that was engineered into the amino-terminus of the DX and ubiquitin protein constructs. Strains expressing DX and ubiquitin were analyzed on an hourly basis following arabinose induction in liquid cultures. Inspection of the resulting gels (Figure 3a) revealed that protein DX is translated at lower levels and at later times than ubiquitin (4 versus 2 hours, respectively). Comparison of both time-course experiments to the DX standard in the control lane demonstrated that ubiquitin, which is present after two hours of induced growth, is produced at levels that are 3-4-fold higher than DX. This result indicates that the limited growth of the DX-producing strain is not due to broad nutrient depletion caused by protein over-expression, but rather a systemic effect in which protein DX interferes with one or more normal cellular processes.

**Figure 3:**
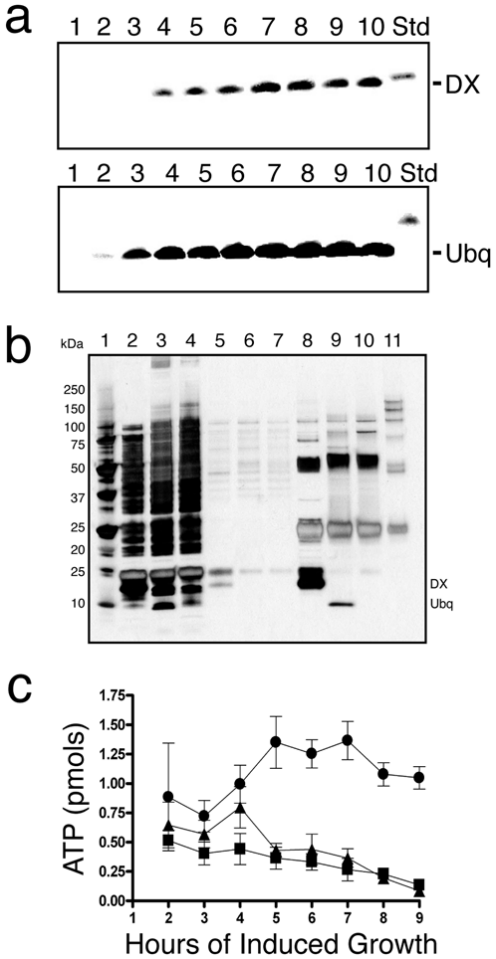
Biochemical properties of *E. coli* cells that express DX. (a) Western blot showing expression of DX and ubiquitin. The blots are normalized to a DX standard of 120 µg. Lanes 1–10 corresponds to 1–10 hours of induced growth. (b) Immunoprecipitation of protein DX. Lane 1, protein standards; lanes 2–4, crude lysate; lanes 5–7, wash fractions; lanes 8–10, immuno-precipitate. In each case, samples are given in order of DX, ubiquitin, and empty vector, respectively. Lane 11 is a bead only control. (c) Quantitative chemiluminescence analysis of ATP levels in cells expressing DX (•), ubiquitin (▴), and empty vector (▪).

We performed a standard immunoprecipitation assay to evaluate the possibility that protein DX was interfering with cell division by binding to one or more endogenous *E. coli* proteins. The DX, ubiquitin, and empty-vector strains were cultured for four hours with induction, lysed, and the cell contents were immobilized onto anti-Flag sepharose beads. The beads were thoroughly washed in buffer containing 0.1% nonidet-P40 and 1 mM DTT and the protein that remained bound to the resin was eluted with SDS and analyzed by denaturing gel electrophoresis. Silver-stained images (Figure 3b) of the resulting gels revealed the presence of two faint bands at 30 and 70 kDa, one intermediate band at 75 kDa, and one dark band at 25 kDa in the DX lane that were not present in the elution fractions taken from either control strain or the bead-only lane. Whether these proteins bind directly to DX or bind other *E. coli* proteins that bind to DX is not clear. It is also unclear whether these proteins have a role in the reduced-growth phenotype given that all but one are present at much lower concentrations than protein DX. The observation that protein DX does not bind to many proteins inside the cell is interesting, and suggests that protein DX is not any stickier than a typical protein found in nature. This result is surprising, given that protein DX was created by a purely cell-free method with no direct selective pressure to function inside a cell.

Because ATP is the primary energy source of the cell and an important substrate in many biological pathways, we reasoned that the function of protein DX as an ATP-binding protein might interfere with cell division by altering the level of free ATP inside the cell. To examine this possibility, we monitored the intracellular levels of ATP over the course of a 10-hour period. We cultured all three strains in LB media containing inducer, and measured the amount of intracellular ATP on an hourly basis using a highly sensitive bioluminescent assay. Cell samples were normalized to total cell protein and a standard linear calibration was used to determine the absolute quantity of ATP in each sample. In this assay, the ATP levels in the DX strain remained within one standard deviation of the control strains during the first three hours of induced growth (Figure 3c). After three hours, ATP levels in the DX-producing strain begin to rise, while ATP levels in the control strains fall. This trend continues until a point at which a ∼10-fold difference is evident between the DX and control strains. The fact that intracellular levels of ATP begin to change at the same time that protein DX is first detected inside the cell, and that both occur contemporaneously with the transition of the DX-producing strain from normal to reduced cell growth, is consistent with the hypothesis that the function of DX as an ATP-binding protein is responsible for the reduced growth phenotype.

### Reversibility of the DX Phenotype

The observation that our synthetic protein was having a dramatic effect on cell proliferation led us to wonder whether DX functioned as a bactericidal or bacteriostatic agent. To examine this question in greater detail, we cultured the DX-producing strain for 10 hours under induction, removed the inducer and allowed the cells to continue growing for an additional eight hours. Cells taken during the recovery period were plated onto LB-agar plates in 10-fold serial dilutions. The resulting plates (Figure 4a) were compared to control cells in which the empty vector was separately cultured in the presence of the bacteriostatic agent tetracycline and the bactericidal agent kanamycin or in the absence of either antibiotic. We observed that under our expression regime, protein DX appears to function as a bacteriostatic agent since the DX strain displayed a phenotype that is similar to the tetracycline control. To confirm this observation, we used a time course experiment to monitor CFU formation during eight hours of expression and eight hours of recovery. We then performed a two-way ANOVA analysis with respect to time and cell culture type to determine whether the differences observed were statistically significant (Figure S2, Table S1). We found that there were significantly fewer cells in the DX-expressing culture than either the empty or ubiquitin control cultures (p-value<0.001) after three hours of recovery in the absence of arabinose. During the expression period, the number of cells observed in the DX culture did not differ significantly from the tetracycline control even though the tetracycline culture had a lower number of CFUs at each time point. We noticed that cells containing the empty vector appear to exert a slight increase in abundance after removal of the arabinose inducer. This effect is presumably due to a small inhibitory effect of arabinose on the growth rate of *E. coli*. The observation that the DX-expressing culture behaves similar to the tetracycline treated culture supports our hypothesis that the DX protein functions as a bacteriostatic agent.

**Figure 4:**
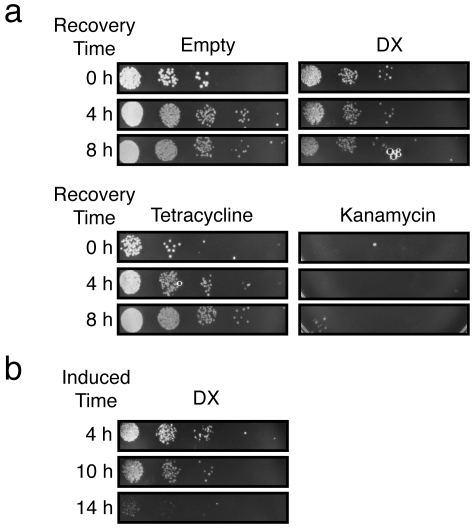
Reversibility of DX growth suppression. (a) *E. coli* cells cultured in the presence of inducer for 10 hours were allowed to recover in the absence of inducer for a variable amount of time (0–8 hours). Cells expressing protein DX were compared to control cells containing the empty vector exposed to a bacteriostat (tetracycline), bactericide (kanamycin), or no additional antibiotic. (b) *E. coli* cells were cultured in the presence of inducer for varying amounts of time (4–14 hours) and allowed to recover for 4 hours in LB media free of inducer.

However, unlike cells grown in the presence of tetracycline, which propagate normally when re-suspended in antibiotic-free media, the DX-producing strain exhibits a delay in its recovery response when re-suspended in LB media devoid of inducer. Despite the fact that colony maturity was quickly restored, the number of CFUs observed in the DX-producing strain did not increase in abundance during the recovery period. To determine if this lag in cell division is related to abnormalities observed in colony appearance, we repeated this experiment by varying the induction time while maintaining a constant recovery period of four hours in LB free of inducer. Cells induced for 4 and 10 hours resulted in colonies that are indistinguishable from the tetracycline control. Cells induced for 14 hours produced colonies (Figure 4b) that are similar in appearance to colonies observed when protein expression is maintained by plating cells onto solid media containing inducer (Figure S2). This result is consistent with our earlier observation that colony abnormality is more severe when protein expression is maintained for extended periods of time, and suggests that longer expression times leads to the accumulation of large numbers of unhealthy cells.

### Light Microscopy Studies

We used phase contrast microscopy to examine the morphology of *E. coli* cells that were actively expressing the synthetic DX gene. We were particularly interested in determining whether DX had an effect on cell growth, as some bacteriostatic agents will inhibit growth and division of a cell, while others will inhibit only division but allow cell growth to continue[31]. Bacteriostatic agents that only inhibit cell division result in a filamentous phenotype that is easily observed by light microscopy. In a nine-hour time course experiment (Figure 5), cells taken within the first three hours of induction appeared indistinguishable from the control cells. After three hours, cells taken from the DX strain began to filament, while the control strains remain normal. Close inspection of individual micrographs indicated that the length of filamentation increases with induction time. To quantify this progression, we compiled a statistical sampling of cells and measured the length of these cells after each hour of induction. The median length of cells expressing DX increased from 3.2 to 6.1 µm when cells were induced for two and six hours, respectively. After six hours, the rate of cell elongation stabilizes to a point at which the population of cells have a median length of ∼6.5 µm. No difference was observed between un-induced cells that contain the pBAD18-DX plasmid and the control cells, and both of these cells remained within one standard deviation of their initial value. This result demonstrates that the DX-strain has two cellular phenotypes—one that leads to cell filamentation and one that causes the cessation of further cell elongation.

**Figure 5:**
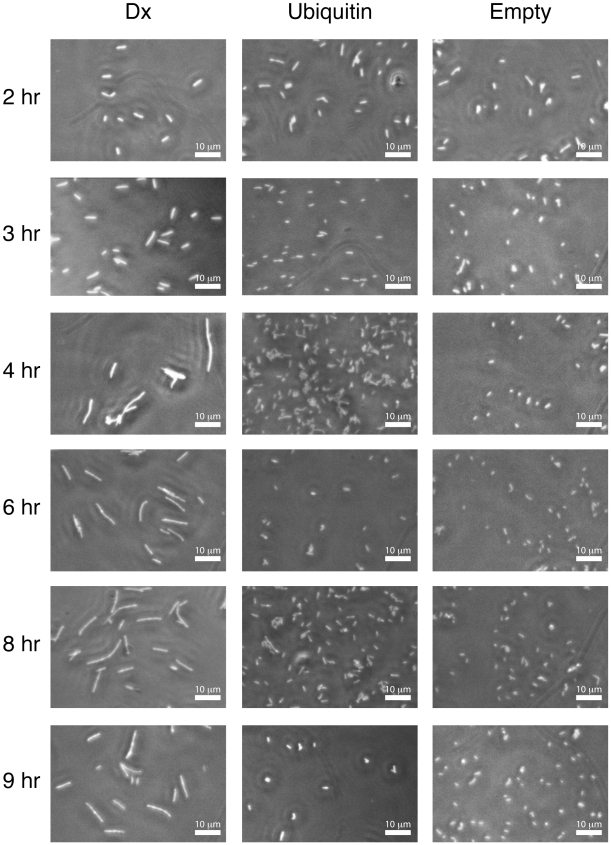
Analyzing the effect of DX expression on cell morphology. Phase-contrast micrograph images taken between 2 and 9 hours post-induction show the filamentous phenotype in cells expressing protein DX. The unbiquitin and empty control strains appear normal at all times of induced growth. Images were acquired at 40× magnification.

Encouraged by the observation that protein DX functions as a bacteriostatic agent, we transformed the pBAD18-DX and pBAD18-E plasmids into the MG1655 strain of *E. coli* K-12 and *S. typhimurium* strain LT-2 to determine if the filamentous phenotype could be elicited in other types of bacteria. MG1655 represents a less engineered form of *E. coli* relative to the Top10 strain, which is heavily modified for laboratory use. Phase contrast microscopy (Figure 6) reveals that expression of DX in these two strains results in the same filamentous phenotype observed in the TOP10 strain. This demonstrates that DX expression disrupts bacterial growth in multiple bacterial strains, which suggests that DX is targeting a conserved bacterial pathway.

**Figure 6:**
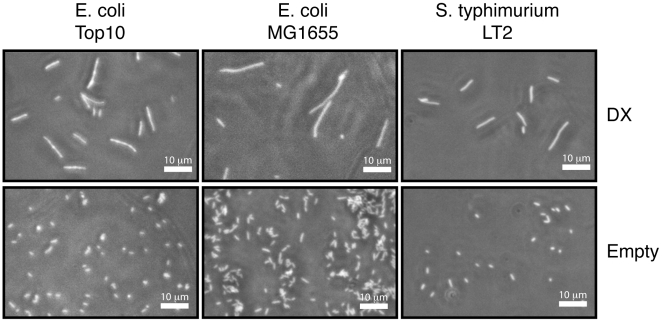
Species and strain specificity of DX filamentous phenotype. Phase-contrast micrograph images of *E. coli* TOP10, *E. coli* K12 MG1655, and *S. typhimurium* LT-2 taken at 9 hours post-induction of the DX protein. Control cells of each strain containing the empty vector are included to provide a basis of comparison. Images were acquired at 40× magnification.

### Transmission Electron Microscopy Studies

We used transmission electron microscopy (TEM) to examine the filamentous phenotype at higher resolution. We analyzed the DX-producing strain in *E. coli* Top 10 cells after three, four, and five hours of induced growth. We focused our analysis on data obtained after three hours as these micrographs produced the highest quality images. Micrographs taken of uninduced cells show *E. coli* cells at various stages of cell division. All of the uninduced cells appear healthy and range in length from 1–2 µm with the longest actively dividing cell having a length of 2.2 µm. Illustrated in figure 7a is a typical example of a healthy bacteria cell undergoing division. The micrograph shows the separation of chromosomes into dividing cells and the initial formation of a division septum at the cell center. The cell wall and cytoplasmic membrane are clearly visible, as are ribosomes, which stain as dark spots scattered throughout the cytoplasm. In contrast, micrographs taken after induction (Figure 7b) show cells that have grown into long filaments, some of which exceed 12 µm in length. Filamentous cells sectioned along their longitudinal axis contain multiple well-defined nucleoids that segregate evenly along the length of the cell with ribosomes scattered throughout the cytoplasm. None of the induced cells have a septum, indicating that these cells are not actively dividing. However, these cells do contain large numbers of vesicles (Figure 7c–d) in their outer membrane, which could suggest that the host organism is trying to remove protein DX from the cell. In one case we observed 21 vesicles along a short 1.7 µm section of membrane. Only three such structures were observed in a typical control cell of similar length. These images demonstrate that the filamentous phenotype is not caused by failure of chromosomes to divide or segregate [31], but rather some other mechanism that interferes with cell division.

**Figure 7:**
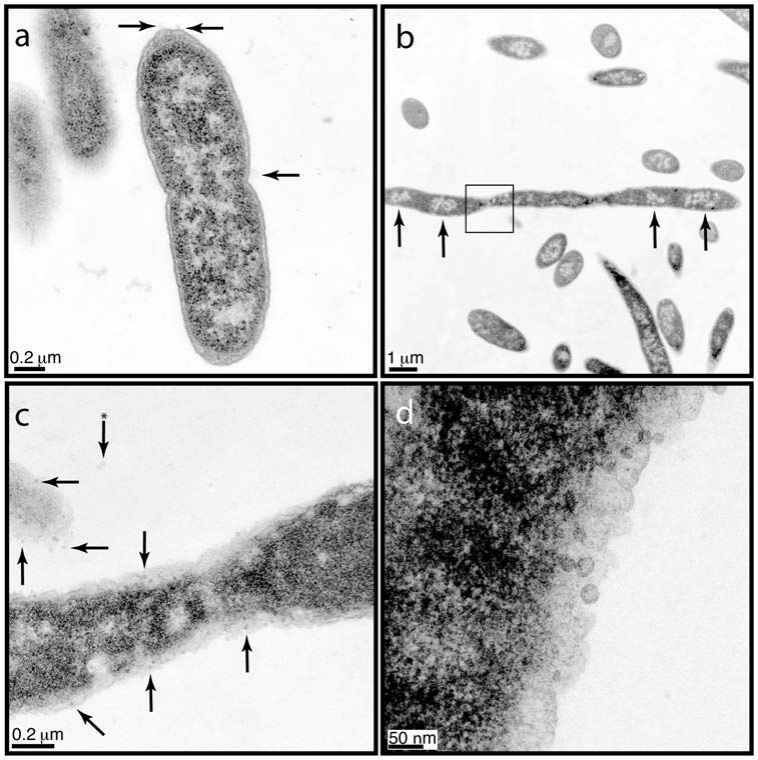
Electron micrographs of thin sections through embedded *E. coli* expressing DX. The cells were cultured for 3 hours in liquid media in the absence (a) or presence (b–d) of inducer. (a) An uninduced cell displaying a forming septum and three membranous spheres marked by arrows. (b) An example of a filamentous cell expressing DX. Areas marked by arrows indicate regions of chromosomal segregation. (c) Increased magnification of the boxed area in (b). A selection of membranous structures associated with the surface of the cell is marked with arrows. The arrow marked with a * indicates structures which have become detached from the cell. Images examined both above and below the plan reveal that this portion of the cell is not forming a division septum. (d) High magnification image of several spherical structures.

### Differential Gene Expression by Microarray Analysis

We examined the effects of DX expression on the global regulatory pathways of *E. coli* using a time-dependent microarray analysis assay[32]. We isolated cellular RNA at half-hour intervals over a 4-hour period starting with induction. Cellular RNA was reverse transcribed into cDNA with Alexa-647 and Alexa-555 fluorescent dyes used to label the cDNA from induced and uninduced cells, respectively. Pairs of differentially labeled cDNA samples from each time point were hybridized to a custom Agilent *E. coli* expression array on which eight sets of the 4,169 *E. coli* K-12 open reading frames (ORFs) were printed. 

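RNA of TOP10 cells carrying the pBAD18-DX plasmid was compared between a culture grown with arabinose and one grown without it at 0.5, 1.0, 1.5, 2.0, 3.0, 3.5 and 4.0 h, with 1 array per time point and no replicate. Every array had the induced sample in the Alexa 647 channel and the uninduced sample in the Alexa 555 channel, so no dye swap separates a dye effect from a biological one, although a dye effect that is constant for a probe does not enter a trend over time. The sample labels give 0.5 h for the uninduced channel of the 1.0 h array, and a treatment of 0.5 h for all 7 arrays, where the paper gives matching times, which were used here. The array of the 2.5-hour sample, which the paper excluded, was not analysed here. The deposited values are the authors' log2 ratios of induced over uninduced signal for 15744 spots, and the median of all spots lies between -0.001 and 0.0092 on every array. The authors extracted the data with GenePix and filtered them by flags and reproducibility in GeneSpring, and the paper's text names no background correction or normalization. The platform annotation gives 1 gene symbol to 5810 spots, several symbols to 0, and none to 9934, which were not tested as genes here. A few of the latter are called by their row names in Tables S2 and S3, found by their values alone. Its spot numbers did not pair with the numbers of the value table: joined by number, 0 of 360 rows of Tables S2, S3, S5, S6 and S7 with a named gene had their 7 values, within 0.015. The 2 numberings run over the same grid of 164 by 96 positions in different orders. With the order translated, all 360 rows matched, each as the mean over the probes of its gene, including 135 rows of genes with several probes, which had played no part in finding the translation. Without use of those tables, the median correlation over the arrays between the probes of 677 genes with 2 probes was 0.676 after the translation and -0.056 before it. The translation was found after the values had been seen, and every gene name given here rests on it, except those of rows found by their values alone. The probes of each of 4248 gene symbols were then averaged, and a straight line against hours was fitted to the 7 values of each gene with limma, whose moderated test of the slope was two-sided and adjusted by the Benjamini-Hochberg method. Its p-values measure the scatter around the line over 7 arrays taken one after another, not the spread between independent cultures, and the number of arrays limits the precision. The induced and uninduced cells differ in arabinose as well as in DX. The arabinose transporter gene *araE* was at a log2 ratio of 3.19 at 0.5 h and 4.72 at 4.0 h, and *araF*, which encodes the arabinose-binding protein and was singled out after its values were seen, at 2.06 and 2.20.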

The expression data was extracted using Genepix, loaded into GeneSpring 7.2 and filtered according to flags and reproducibility. We first selected genes that change under a steady-state model of increasing or decreasing expression over time. We then used regression analysis to match a theoretical pattern of expression, which increases or decreases smoothly over the 4-hour period. 

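Over the 4-hour course, 433 of 4248 genes rose and 317 fell relative to uninduced cells at an adjusted p under 0.05 from limma. Among genes with a symbol on the platform, the steepest rise was that of *ykgM*, which encodes an alternative ribosomal protein of the L31 family, at 1.55 log2 units per hour (standard error 0.16, adjusted p = 0.00208), from -0.02 at 0.5 h to 5.90 at 4.0 h. Other genes among the 10 steepest were *srlA*, *srlB* and *srlE* of glucitol uptake and use, with slopes of 1.51, 1.21 and 1.17, the small DNA-binding protein gene *hha* and its neighbour *ybaJ*, with slopes of 1.18 and 1.26, and *cspF* of the cold shock protein family, with 1.35. The remaining members of these 10 were *yagL*, *yjhB* and *ycdU*, with slopes of 1.35, 1.28 and 1.23. Of 9934 spots without a symbol, which were not ranked, 4 had a larger slope than *ykgM*, among them *srlA_1* and *ECs3559* of Table S2, at 1.88 and 1.83. The *srl* genes did not rise evenly: *srlA* stood at -0.49 at 1.5 h and 4.15 at 2.0 h. Again among genes with a symbol, the steepest falls were those of the glutamate decarboxylase gene *gadA*, at -1.27 per hour (standard error 0.28, adjusted p = 0.0203), the outer membrane lipoprotein gene *slp*, at -1.17, *yegP*, at -1.17, the glutaminase gene *ybaS*, at -1.17, and its neighbour *ybaT*, at -1.04. They were followed by *wrbA* at -1.03, the tryptophanase gene *tnaA* at -1.02, the hydrogenase gene *hyaA* at -0.97, and the metal-linked genes *zraP* and *cueR*, both at -0.96. Between *gadA* and *slp* lay 2 spots without a symbol, *Z3249* and *ECs2888* of Table S3, at -1.23 and -1.22. Quantile normalization left 71 rising and 34 falling genes, and ordinary least squares 81 and 101. Quantile normalization gives every array the same spread, while the SD of all spots was 0.284 at 0.5 h and 0.718 at 4.0 h. It therefore widens early ratios and narrows late ones, so a call lost under it does not by itself mean that a trend is absent. The counts also depend on single arrays: without the array of 4.0 h, 52 genes rose and 61 fell, without that of 3.5 h 115 rose and 110 fell, and without that of 1.0 h 182 rose and 151 fell. Leaving out an array also leaves fewer residual degrees of freedom, so a lost call does not by itself mean a smaller slope. The calls on *yagL*, *ybaJ*, *hha*, *hyaA*, *zraP* and *cueR* held in each of 15 alternative settings, and those on the *srl* genes, *gadA* and *slp* were lost without the array of 1.0, 3.5 or 4.0 h.

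**Figure D1:**
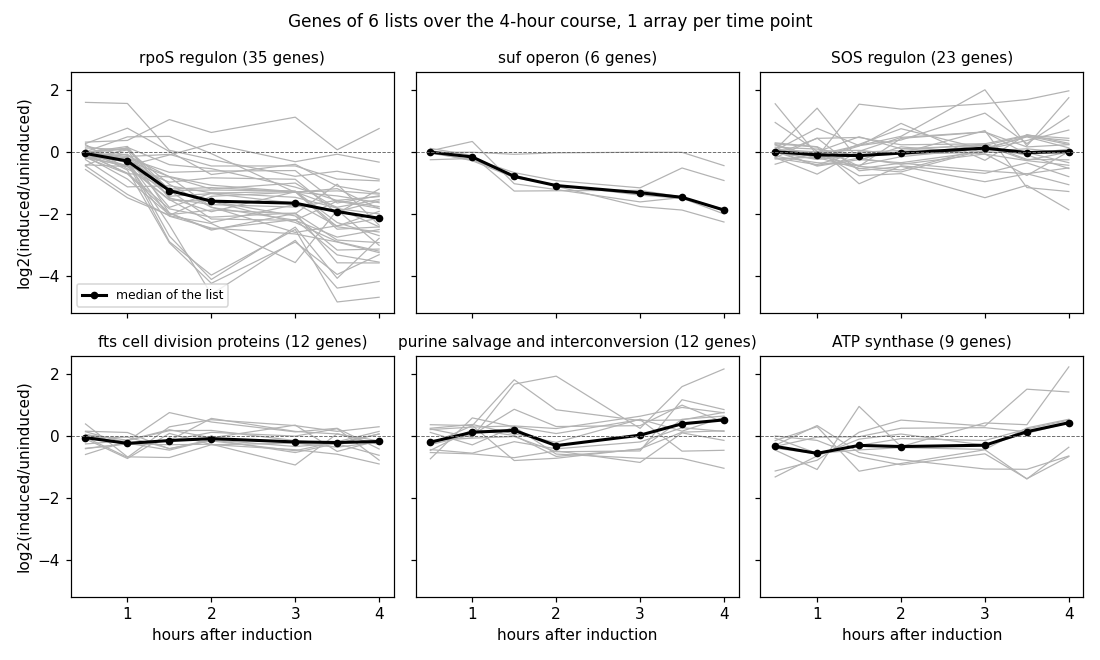
Log2 ratio of induced over uninduced cells (vertical axis) against hours after induction (horizontal axis) for the genes of 6 lists. Grey lines are single genes and the black line with points is the median of the list, with 1 array per time point and no error bars. The median of the rpoS regulon runs from -0.04 at 0.5 h to -2.14 at 4.0 h and that of the suf operon from 0.0036 to -1.87, while the median of the fts genes stays between -0.24 and -0.05.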

From this analysis, we were able to identify 195 genes whose expression matched the rising pattern (Table S2) and 184 genes whose expression matched the declining pattern (Table S3). Of the 195 genes that rose over time, 44 represent ORFs of unknown function. 

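The rising list (Table S2) holds 196 rows, of which 128 genes carry a symbol on the platform. Of these, 74 rose, 0 fell and 54 did not pass the test (98 rose when adjusted over the list alone), and *yeaE* and *yphC* had slopes just below 0, at -0.05 and -0.0049 log2 units per hour. The declining list (Table S3) holds 187 rows and 118 such genes, of which 95 fell, 1 rose and 22 did not pass (111 fell and 1 rose when adjusted over the list alone). The gene that rose was *yadK*, a fimbria-like protein gene, with a slope of 0.31 and a log2 ratio of 1.09 at 4.0 h (adjusted p = 0.0279 from limma). Both lists were chosen by the study on these arrays, so neither count is independent evidence. The counts were 29 rising and 33 falling without the array of 4.0 h, 48 and 57 without that of 3.5 h, and 36 and 17 with quantile normalization, and 62 fell without that of 0.5 h. No gene of the declining list rose without the array of 1.0, 3.5 or 4.0 h. Camera gave an adjusted p of 1.51e-27 for the rising and 6.58e-48 for the declining list, and of 0.0972 and 0.0181 with an estimated correlation.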

The remaining genes, when analyzed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID)[33], fell into four clusters of categories: oxidoreductases, taurine and sulfur metabolism associated genes, membrane proteins, and flagellar and chemotactic genes. Each of these clusters contained multiple gene ontology classifications that were over represented when compared with a random list of *E. coli* genes of similar size. We considered Gene categories to be significantly over-represented if DAVID returned a P-value of 0.1 or less.

Based on these initial findings, we decided to perform a more extensive analysis of genes related to the over-represented ontological categories. 

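Among 35 class II flagellar genes, 2 rose, 2 fell and 31 did not pass the test at an adjusted p under 0.05 (0 rose and 0 fell when adjusted over the list alone), and 28 of the 35 had a slope above 0. The export apparatus gene *fliQ* rose by 0.29 log2 units per hour and *flhE* by 0.24, whereas the chaperone genes *fliT* and *flgN* had slopes of -0.38 and -0.25. Of 17 class III flagellar and chemotaxis genes, 1 rose and 16 did not pass (0 and 0 passed when adjusted over the list alone), with 14 slopes above 0. The one that rose was *cheZ*, the phosphatase of CheY, with a slope of 0.29 (standard error 0.08, adjusted p = 0.0401 from limma) and a log2 ratio of 0.55 at 4.0 h. The median slopes of the 2 lists were small, 0.10 and 0.15 per hour. Against all other genes, camera gave an adjusted p of 0.214 for class II and of 0.084 for class III with a preset correlation of 0.01, and adjusted p = 0.829 and 0.565 with an estimated correlation. The adjusted p of class III ranged from 0.028 to 0.143 over 15 alternative settings and passed in 2 of them, at 0.028 by ordinary least squares and 0.0298 for late against early arrays. The calls on all 5 genes were lost under quantile normalization and without the array of 0.5, 1.0, 3.5 or 4.0 h, where *cheZ* had an adjusted p between 0.0719 and 0.122. Those on *fliQ*, *flhE* and *flgN* were also lost without the array of 2.0 or 3.0 h, *cheZ* lost its call without that of 1.5 or 3.0 h, and 2 class III genes rose without that of 2.0 h. Table S4 was not used here.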

A genome-wide analysis of all genes annotated with the ontology term “taxis” reveals that many of these genes show mild time-dependent up-regulation in cells that express the DX gene (Table S4). This includes significant up-regulation of *flhC/D*, which acts as a sigma factor for class II flagellar genes[34]. 

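*flhD* and *flhC* encode the subunits of the master regulator of flagellar genes. The log2 ratio of *flhD* lay at -0.46 at 0.5 h, 1.91 at 1.5 h, 1.12 at 3.0 h, 3.80 at 3.5 h and 3.22 at 4.0 h. Its slope was 1.06 per hour (standard error 0.25, adjusted p = 0.0238 from limma). *flhC* went from -0.43 at 0.5 h to 2.11 at 1.5 h, 2.74 at 3.5 h and 1.84 at 4.0 h, and its slope of 0.64 (standard error 0.24) did not pass, with an adjusted p of 0.102 over all genes. Adjusted over the list alone, both of these genes passed. For this pair as a list, camera's adjusted p was 0.158. The call on *flhD* was lost without the array of 0.5, 1.0, 3.5 or 4.0 h, where its slope lay between 0.92 and 1.15 and its adjusted p between 0.0749 and 0.0977.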

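Of the 6 *suf* genes, which encode an iron-sulfur cluster assembly system, 4 fell over the course: *sufA* by 0.64 log2 units per hour (standard error 0.06, adjusted p = 0.00183 from limma), *sufD* by 0.58, *sufB* by 0.52 and *sufC* by 0.49. At 4.0 h their log2 ratios were -2.26, -1.89, -2.00 and -1.85. *sufS* had a slope of -0.18 (adjusted p = 0.202) and *sufE* of -0.07 (adjusted p = 0.492). On 6 of the 7 arrays *sufE* held a value, at or near 0, that at least 10 spots of the array shared, so a trend in it was not detectable. The count of 4 was also that adjusted over the list alone, and camera gave an adjusted p of 0.000259 for the fall of the list, against an adjusted p = 0.565 with an estimated correlation. All 6 had been seen in the paper's tables before the list was fixed. Of 39 genes that the study lists under sulfur metabolism (Table S5), 26 had a slope above 0 and 13 below 0, but 1 rose and 4 fell at the threshold (1 and 4 adjusted over the list alone, adjusted p of 0.814 from camera, and 2 fell without the array of 4.0 h), and the one that rose was *iscU*, the scaffold protein of the other iron-sulfur system, with a slope of 0.69. That list was chosen by annotation in the paper, and its values had been seen before the test. Of 19 genes of cysteine synthesis and sulfate assimilation, 0 rose and 1 fell (0 and 1 adjusted over the list alone). The one that fell was *cysK*, a cysteine synthase gene, with a slope of -0.53, and 15 of the 19 slopes were above 0, with a median of 0.08. Of 9 genes of taurine and sulfonate use, 9 had a slope above 0 and 0 passed (0 adjusted over the list alone). Their median was 0.14, and the steepest were *ssuE* at 0.24 (adjusted p = 0.0637) and *tauC* at 0.20 (adjusted p = 0.0718). For the latter list camera gave an adjusted p of 0.084 and for the former of 0.74. The calls on *sufB* and *cysK* were lost under quantile normalization and for late against early arrays, and those on *sufC* and *sufD* also without the array of 4.0 h, where *sufC* had an adjusted p of 0.111. Both *sufC* and *sufD* lost theirs by ordinary least squares too. Without the array of 0.5, 1.0 or 3.5 h *sufC* did not pass either, with adjusted p-values from limma between 0.0634 and 0.0782. The taurine list passed without the array of 1.0 h, with an adjusted p of 0.0365.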

Genome-wide analysis of all genes annotated with the gene ontology term “sulfur metabolism” reveals that while many show a mild time-dependent up-regulation, several, especially the *sufABCDES* genes, show a strong time dependent down-regulation (Table S5). Oxidoreductases and membrane proteins were not analyzed at a genome wide level due to the number and variety of genes involved in these pathways, which will require an independent analysis.

Of the 184 genes that decline in expression over time, 38 were ORFs of unknown function. 

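Of 20 genes of disaccharide metabolism and glycosidases, 8 fell, 0 rose and 12 did not pass (9 fell and 1 rose when adjusted over the list alone), with a median slope of -0.21 log2 units per hour and an adjusted p of 0.000345 from camera, against an adjusted p = 0.565 with an estimated correlation. The paper's tables had shown 4 of them before the list was fixed, and 4 of the other 16 fell, at 0.0263 from camera with the preset correlation only. Of these 20, 1 fell without the array of 4.0 h, 3 without that of 3.5 h, 5 without that of 0.5 or 1.0 h, and 0 with quantile normalization. The alpha-galactosidase gene *melA* had a slope of -0.94 (standard error 0.24, adjusted p = 0.0304 from limma) and a log2 ratio of -3.01 at 4.0 h. The trehalose phosphatase gene *otsB* had a slope of -0.73, *lacZ* of -0.62 and the glucuronidase gene *uidA* of -0.57. *otsA*, *otsB* and *treA* also belong to the list of the rpoS regulon used below, so the lists overlap. Of 78 amino acid synthesis genes, 5 fell, 2 rose and 71 did not pass (2 fell and 0 rose adjusted over the list alone). The threonine genes *thrC* and *thrB* had slopes of -0.70 and -0.68, *cysK* one of -0.53, and the lysine gene *lysA* one of -0.41. The median of this list was -0.03, and camera gave an adjusted p of 0.128, which became 0.0349 without the array of 3.5 h. Its counts depend on single arrays: 1 gene fell and 0 rose without that of 4.0 h, 2 and 0 without that of 1.0 or 3.5 h, 3 and 0 without that of 1.5 h, 4 and 1 without that of 2.0 h, and 1 and 2 without that of 0.5 h. Of 11 pyrimidine synthesis genes, 0 fell, 1 rose and 10 did not pass (0 and 1 adjusted over the list alone), and the list's adjusted p from camera was 0.251. Of these 11, 0 are in Table S3. The one that rose was *pyrF*, which encodes the last enzyme of UMP synthesis, with a slope of 0.84 and a log2 ratio of 2.62 at 4.0 h. Quantile normalization ended the calls on each of the genes named here.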

When analyzed with DAVID, the remaining genes segregate into six broadly defined categories: signal proteins, phosphoric ester hydrolyses, amino acid and nitrogen compound biosynthetic proteins, disaccharide metabolism proteins and glycosidases, lipoprotein and lipid binding proteins, and pyrimidine nucleotide biosynthetic proteins. 

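The log2 ratio of *rpoS*, which encodes the stationary-phase sigma factor, was -0.14 at 0.5 h, -0.87 at 1.5 h, -1.48 at 3.0 h and -1.42 at 4.0 h. Its slope was -0.36 per hour (standard error 0.07, adjusted p = 0.0174 from limma). The slope was below 0 in each of 15 alternative settings and no longer passed in 6 of them. Without the array of 0.5, 1.0 or 4.0 h its adjusted p was 0.0631, 0.0519 or 0.0777, and with quantile normalization the slope was -0.21 with an adjusted p of 0.2.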

Since *rpoS* is known to be an important transcriptional regulator[35], and linear regression analysis indicated that it matched a trend of gradual reduction in expression over time, we examined the expression of genes that this protein regulates. 

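Of 35 measured genes of the rpoS regulon, 25 fell, 0 rose and 10 did not pass the test at an adjusted p under 0.05 (31 fell when adjusted over the list alone). The slopes of 34 lay below 0, and their median was -0.60 log2 units per hour. The median log2 ratio of the list was -0.28 at 1.0 h and -1.24 at 1.5 h, so that much of the fall came between these arrays. These arrays also differ over all named genes, so the step need not be particular to this list: those of 0.5 and 1.0 h correlated at 0.334 with each other and at 0.086 to 0.332 with the arrays from 1.5 h on, which correlated among themselves at 0.562 to 0.918. *gadA* and *slp* of acid resistance stood at -4.70 and -4.18 at 4.0 h, *wrbA* at -3.56 and *hyaA* at -3.20. Of 11 acid resistance genes, some of which are shared with this list, 3 fell and 0 rose (7 fell adjusted over the list alone), and the third of these was *hdeD*, at -0.94 per hour and -3.59 at 4.0 h. Only 1 acid resistance gene fell without the array of 0.5, 1.0 or 4.0 h, and 6 without that of 2.0 h. Camera gave an adjusted p of 1.39e-17 for the rpoS list and of 0.000345 for acid resistance. Neither held with an estimated correlation, where the adjusted p = 0.565 for each, from camera's p-values of 0.0263 and 0.149 before adjustment. The adjustment runs over 34 lists and gives many of them this same value. Of 45 genes that the study lists as induced by rpoS (Table S6), 20 fell, 1 rose and 24 did not pass (28 fell and 1 rose adjusted over the list alone), and 40 slopes lay below 0. The gene that rose was *aroM*, with a slope of 0.52, but 0 rose without the array of 0.5, 1.0, 3.5 or 4.0 h. The same count of 0 was found with quantile normalization and by ordinary least squares. Of these 45, 4 fell without the array of 4.0 h, 9 without that of 3.5 h, 10 without that of 1.0 h, 11 without that of 0.5 h and 2 with quantile normalization. For that list camera gave an adjusted p of 5.31e-13, and of 0.014 with an estimated correlation, but its values had been seen before the test. Both were adjusted over Tables S2, S3, S5, S6 and S7 only, so they are not on one footing with those of the 34 lists. Of the 35 rpoS genes 19 had been seen in the paper's tables before the list was fixed. Of the other 16, 10 fell, with an adjusted p of 2.64e-07 from camera. That value used the preset correlation only, and genes not seen need not be independent of those seen. The number of rpoS genes that fell ranged from 3 to 27 over 15 alternative settings, with 3 under quantile normalization, 8 without the array of 4.0 h, 13 without that of 3.5 h and 15 without that of 0.5 or 1.0 h, and camera's adjusted p stayed at or below 1.91e-11 in them.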

We found that the majority of genes identified as being induced by *rpoS* were repressed in cells expressing the DX gene (Table S6). This is interesting because *rpoS* is involved in regulating the transition from exponential to stationary growth, which is delayed or inhibited in cultures that express the DX gene. Of course, *rpoS* is also involved in the stress response caused by many other stimuli, so it is unclear if the drop in *rpoS* expression is related to expression of the DX gene.

Based on the DX-induced filamentous phenotype, we examined constituents of the SOS pathway and purine biosynthesis pathway, as well as a selection of genes involved in cell division and ATP synthesis. 

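Of 23 measured genes of the SOS regulon, 1 rose, 2 fell and 20 did not pass the test (the same counts when adjusted over the list alone), with 13 slopes above 0 and 10 below. The single gene that rose was *ybfE*, with a slope of 0.59 log2 units per hour (standard error 0.14, adjusted p = 0.0255 from limma). *sbmC*, a gyrase inhibitor gene, fell by 0.66 per hour and the excision repair gene *uvrB* fell by 0.28. The central genes of the pathway had small ratios at 4.0 h: *recA* was at 0.45, with a slope of 0.09 (adjusted p = 0.439), and the repressor gene *lexA* at -0.34, with a slope of -0.02 (adjusted p = 0.829). The median slope of the list was 0.05 and its mean 0.0021, while camera placed it down against all other genes, whose median slope was 0.04, with an adjusted p of 0.74. Of 26 genes that the study lists for this pathway (Table S7), 1 rose, 2 fell and 23 did not pass (the same adjusted over the list alone), with an adjusted p of 0.814 from camera. The paper's tables had shown 22 of the 23 genes of the SOS list before it was fixed. The 3 calls were those of *ybfE*, *sbmC* and *uvrB*, and each was lost without the array of 4.0 h, where *ybfE* had an adjusted p of 0.101. Of the SOS list 0 rose and 1 fell without the array of 0.5, 1.0 or 3.5 h. No array here had cells with a known SOS response, so whether the pathway can respond in TOP10 was not tested.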

Genes in the SOS pathway, which is the primary means by which *E. coli* enters into filamentous growth[31], show no consistent up-regulation over time (Table S7). 

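The log2 ratio of *sulA* was 0.16 at 0.5 h, 0.70 at 3.0 h, -1.14 at 3.5 h and -1.27 at 4.0 h, where it was 2.42-fold lower in induced cells. Its slope of -0.34 per hour (standard error 0.16) did not pass the test, with an adjusted p of 0.174 from limma. The low values are those of the last 2 arrays, and the mean of the arrays from 3.0 to 4.0 h was -0.57. *lon*, which encodes an ATP-dependent protease and has 3 probes, was highest in the middle of the course: its log2 ratio was -0.05 at 0.5 h, 0.97 at 1.5 h, 1.66 at 2.0 h, 1.57 at 3.0 h, 0.50 at 3.5 h and 0.73 at 4.0 h. The slope was 0.20 (standard error 0.17, adjusted p = 0.439 from limma). Without the array of 3.0 h the slope of *sulA* was -0.45, with an adjusted p of 0.0116.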

In fact, *sulA*, the central cell division suppression protein of the SOS pathway, is reduced in expression by more than two-fold over the course of 4 hours, while *lon*, which deactivates *sulA*, increases in expression during that same period of time. This is the opposite expression pattern that one would expect for an SOS response[31]. 

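None of the 12 *fts* genes passed the test in either direction: 0 rose and 0 fell over all genes and adjusted over the list alone, at unadjusted p-values of at least 0.119. Their slopes ran from -0.16 log2 units per hour for *ftsI*, a septal transpeptidase gene, to 0.15 for *ftsE*. *ftsZ*, the tubulin-like protein of the division ring, was at 0.16 at 0.5 h and 0.06 at 4.0 h, with a slope of -0.07 (adjusted p = 0.629 from limma). The slopes of *minC*, *minD* and *minE* were 0.31, 0.08 and 0.23, and 0 of the 3 passed (0 adjusted over the list alone), with adjusted p-values of 0.0753, 0.672 and 0.379. Camera gave an adjusted p of 0.506 for the *fts* genes and of 0.389 for the *min* genes. *zapA* was at -0.08 at 0.5 h, -0.95 at 1.5 h, -0.19 at 3.0 h, -1.11 at 3.5 h and -1.75 at 4.0 h, which is 3.36-fold lower in induced cells. Its slope of -0.30 (standard error 0.12) had an adjusted p of 0.131. Among *zapA*, *yiiU* and *zipA* of the ring and *slmA*, which encodes a nucleoid occlusion factor that acts against it, 0 of 4 passed (0 adjusted over the list alone), with a median slope of 0.03, a mean of 0.0055 and a downward adjusted p of 0.915 from camera, and *yiiU*, now named *zapB*, had a slope of 0.25. The mean of *zapA* over the arrays from 3.0 to 4.0 h was -1.01, and without the array of 3.0 h its slope was -0.37 (adjusted p = 0.0312) and that of *minC* 0.36 (adjusted p = 0.0435).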

Examination of other genes involved in cell division shows no suppression of the *fts* cell division proteins or the *minCDE* proteins involved in proper placement of the *ftsZ* ring complex (Table S8)[31], however, *zapA*, which promotes polymerization of the FtsZ ring, is down-regulated nearly four-fold. To determine if the rise in cellular ATP levels observed in our ATP quantification assay (Figure 3c) could result from greater activity in ATP biosynthesis, we examined the expression levels of purine biosynthesis and ATP synthase genes (Table S9). The majority of genes involved in purine biosynthesis were either down regulated or unaffected following expression of DX; and *purR*, the repressor of purine biosynthesis, was up-regulated. In contrast, elements of the purine salvage pathway involved in converting adenine to ATP (*apt, adk*, and *ndk*), and in converting guanosine derivatives into AMP (*guaC*) were up-regulated. Additionally, six out of the nine ATP synthase genes (*atpABEFHI*) increased in expression. 

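Of 14 genes of purine synthesis, 1 fell, 1 rose and 12 did not pass the test (the same when adjusted over the list alone). *purA*, which encodes adenylosuccinate synthetase, fell by 0.30 log2 units per hour (standard error 0.07, adjusted p = 0.0248 from limma) to -1.23 at 4.0 h. *purC*, an earlier enzyme of the pathway, rose by 0.35 per hour (adjusted p = 0.0376) to 0.94. *purF*, the first enzyme of the pathway, was at -1.00 at 4.0 h, with a slope of -0.24 that did not pass (adjusted p = 0.181). The median slope of the list was 0.04, and camera gave an adjusted p of 0.932. *purR* was at -0.26 at 1.0 h, 1.19 at 1.5 h and 1.35 at 4.0 h, and stayed between 1.15 and 1.38 from 1.5 h on. Its slope of 0.40 (standard error 0.13) had an adjusted p of 0.07, and without the array of 1.5 h it was 0.45 with an adjusted p of 0.0419. The calls on *purA* and *purC* were lost without the array of 0.5, 1.0, 3.5 or 4.0 h, and without the last their adjusted p-values were 0.124 and 0.244. *purC* also lost its call without the array of 1.5 h. Table S9 was not used here.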

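At 4.0 h the log2 ratios were 0.44 for *apt*, 0.86 for *adk*, 2.17 for *ndk* and 0.75 for *guaC*, which is 1.35-fold, 1.81-fold, 4.5-fold and 1.68-fold higher in induced cells. Their slopes over the course were 0.20, 0.30, 0.40 and 0.20 per hour, with adjusted p-values from limma of 0.236, 0.191, 0.217 and 0.0694, so that 0 of these 4 genes passed the test. *ndk*, nucleoside diphosphate kinase, varied between arrays, at 1.94 at 2.0 h and 0.25 at 3.0 h. *adk*, adenylate kinase, was at -0.48 at 3.0 h and 1.17 at 3.5 h. Of 12 genes of purine salvage and interconversion, 9 had a slope above 0, and 0 rose and 0 fell over all genes or adjusted over the list alone, with an adjusted p of 0.321 from camera. When the array of 0.5 h was left out, 1 of them fell.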

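Ratios at 4.0 h differed between the genes of the *atp* operon, but no test compared these genes with each other. *atpI*, the first gene of the operon, and *atpB*, of the membrane part, were at 2.24 and 1.42 at 4.0 h, and *atpA*, *atpE*, *atpF* and *atpH* were between 0.43 and 0.54. *atpC*, *atpD* and *atpG* were at -0.67, -0.36 and -0.65. Of the 9 genes, 3 rose at the threshold, namely *atpB* by 0.71 log2 units per hour (standard error 0.11, adjusted p = 0.00706 from limma), *atpA* by 0.36 and *atpH* by 0.26, and 0 fell (4 rose adjusted over the list alone). The slopes of *atpI*, *atpF* and *atpE* were 0.60, 0.17 and 0.21, with adjusted p-values of 0.0748, 0.108 and 0.18. Part of the rise starts from low ratios at 0.5 h, -1.33 for *atpA* and -1.13 for *atpB*. The median slope of the list was 0.21, and camera gave an adjusted p of 0.255. With quantile normalization the slopes of *atpB*, *atpA* and *atpH* were larger, at 0.83, 0.57 and 0.30, but their adjusted p-values were 0.0503, 0.131 and 0.057, so none of them passed. The calls on *atpA* and *atpH* were also lost without the array of 0.5, 1.0, 3.5 or 4.0 h, with adjusted p-values of 0.205 and 0.233 without the last, while that on *atpB* held with each array left out. *atpH* also lost its call without the array of 1.5 or 2.0 h. Without the array of 1.5 h *atpI* passed, at 0.0327. The paper examined these genes to determine whether the rise in ATP that it measured (Figure 3c) could result from greater ATP biosynthesis, and sets the salvage and synthase genes against those of purine synthesis and their repressor *purR*.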

One interpretation of this result is that the cell is responding to a perceived lack of ATP, due to sequestration by DX, which causes an increase in ATP salvage pathways rather than *de novo* biosynthesis pathways.

## Discussion

The central focus of the current study was to investigate the synthetic biology of an artificial protein inside the environment of a bacterial host organism. We were motivated by the following question: how would a natural system respond to an encounter with an unnatural protein obtained from non-biological origins? Would the expression of a completely man-made protein in a living host organism reveal something new about biological pathways or help explain why certain protein folds are not observed in nature? Because our current understanding of even the most basic of living systems remains limited, investigations such as this have the ability to provide new insights into biological systems. Information gained from these studies could, in principle, be used to create novel synthetic systems that function in unnatural ways or possibly discover alternative avenues for therapeutic intervention. In addition, these types of studies also provide a unique opportunity to evaluate the properties of man-made proteins in living systems, as tailor-made proteins have the potential to endow living systems with synthetic functions that are not found in nature.

During the course of our study, we discovered that *E. coli* cells transformed with the DX plasmid experience reduced reproductive competency after three hours of induced growth. This change in cell growth is contemporaneous with the first detectable occurrence of DX in the cell, and is associated with an observed rise in intracellular ATP, the transition to a filamentous state, an increase in membrane vesicles, and a general slowing of cell metabolism. The filamentous phenotype was observed in multiple bacterial strains, which suggests that DX is targeting a conserved biological pathway. Microarray analysis showed a downward trend in pathways that involve the synthesis of important cell building blocks, such as amino acids, nucleotides, and disaccharides. These observations are consistent with the interpretation that cells expressing the DX gene are attempting to conserve ATP through a defense mechanism that lowers cellular activity along certain ATP-dependent pathways. While filamentation could be a response to cell stress[36], the absence of an SOS response in the microarray data leads us to suspect that its cause is more biochemical than genetic. In addition, down regulation of *zapA* could help facilitate cell filamentation, since ZapA is known to counteract FtsZ inhibition by MinC[37]. Within this same timeframe, a general upward trend was observed in genes involved in cell motility, sulfur metabolism, and ATP synthesis by salvage pathways. These genes are consistent with the ability of *E. coli* to escape harmful environments and activate secondary pathways for ATP synthesis.

It is interesting that many of the genes found to be over-represented in our study were also identified in another study in which artificial gene networks using natural transcription factors in novel regulatory networks were constructed in *E. coli* Top10 cells[38]. In that case, it was discovered that artificial gene networks containing the *flhD* or *rpoS* promoter regions conveyed a selective advantage on *E. coli* growth and survival. The authors speculated that this advantage was due to interference between the artificial regulatory network and native networks that use the same component parts. It is intriguing that these same two regulatory elements were found to be over-represented in *E. coli* Top10 cells expressing the DX gene. Since disruption of the *flhD* gene has been shown to increase cell division[39], it may not be surprising that over-expression of *flhD* in DX expressing cells is associated with a decrease in cell division. While the authors found that *E. coli* is relatively tolerant to the introduction of new regulatory gene networks, albeit from natural sources, our study leads to the opposite conclusion, at least with respect to the use of synthetic proteins from non-natural origins. However, it remains to be seen whether protein DX is representative of a typical non-biological protein, or whether the difference between naturally derived and unnatural components plays an important role in the tolerance of *E. coli* cells to artificial parts and networks.

Based on the data collected, we suggest that the function of DX as an ATP-binding protein is responsible for disrupting the energetic balance within the cell. Several lines of evidence indicate that DX remains folded when expressed in *E. coli*. These include the fact that protein DX was previously crystallized from the soluble fraction of *E. coli* lysate[28], the absence of inclusion bodies in the electron micrographs, and the observation that induced growth leads to an ATP-related phenotype. This hypothesis is further supported by the observation that our gene expression data were able to identify extensive genetic changes relative to an earlier microarray study in which cell filamentation was induced by an external chemical agent[40]. We favor a model in which protein DX causes the cell to behave as if it were nutrient depleted and react by lowering general cell metabolism and increasing secondary ATP synthesis pathways. We speculate that the change in intracellular levels of ATP disrupts cell division by interfering with ATP-dependent proteins like MinD and FtsA, which are responsible for positioning the division septum at the cell equator[41], [42]. We suspect that this defect in cell division leads to a filamentous phenotype in which the cell is no longer able to propagate normally, and this phenotype persists until DX induction is halted and energetic balance is restored to the cell. Similar inhibitory effects have been observed in *E. coli* cells expressing non-coding intergenic regions of their genome[43]. However, it is unclear whether the peptides encoded by these regions form stably folded structures with discrete functions. It is interesting that the degree of filamentation observed in bacteria that are actively expressing the DX gene is less extensive than the extent of filamentation observed in other bacterial systems [44]. This observation, in combination with the fact that DX-expressing cultures continue to form colonies when plated onto solid media containing inducer suggests a model where division either slows down dramatically or frequently produces nonviable progeny. It is possible that increased cell stress coupled with altered ATP levels might be causing the cell to relieve this stress by exporting the DX protein from the cell[45]. This hypothesis is supported by the large numbers of outer membrane vesicles observed in the electron micrographs of filamentous cells. Future studies that examine cell physiology and morphology during the recovery period will help clarify the final state of the cell.

One unanticipated result to come from this study was the observation that DX functions as a bacteriostatic agent with an efficacy that is qualitatively similar to commercial tetracycline. This was an interesting result because its potential mode of action differs considerably from traditional antibiotic agents. Currently, almost all drugs used to treat bacterial infections target one of four general mechanisms: i) cell wall synthesis; ii) protein synthesis; iii) nucleic acid synthesis; and iv) metabolite synthesis[46]. Of the antibiotics that inhibit metabolite synthesis, most target folic acid synthesis, which is essential for the synthesis and maintenance of new cell walls[46]. Only a few examples exist where ATP has been implicated as a possible target for antibacterial activity. Nisin, a polycyclic peptide antibacterial agent commonly used as a food preservative, is one example of an antibiotic that depletes intracellular ATP levels[47]. However, unlike DX, which binds ATP directly, this agent causes cell death by disrupting the ion potential and pH gradient across the cell membrane[47]. Although it is still premature to determine whether ATP is a viable target for next-generation antibacterial agents, the demand for such drugs warrants further study of synthetic proteins like DX in cellular systems[48].

Unlike all previous examples of protein evolution, which start with a protein found in nature and optimize for such properties as improved folding stability or alternative function, our protein originated from an unconstrained pool of synthetic random sequences. When we began our study is was not clear that a protein whose entire evolutionary history involved a series of *in vitro* selection steps in a test tube would function inside a living cell. The fact that protein DX elicits an ATP-dependent phenotype in *E. coli*, warrants an explanation in terms of protein structure and the evolutionary forces that give rise to stably folded proteins. One hypothesis that is consistent with our observations and the general history of protein evolution is that protein structures are highly plastic, and thus any selective pressure, whether man-made or natural, that drives a protein toward improved stability has the potential to give rise to a native structure. One implication of this hypothesis is that cellular origin is not the only determinant of whether a protein will remain functional in a host organism. Testing this hypothesis will require examining the structural and functional properties of many additional examples of proteins that have been evolved in the absence of biological constraints.

In summary, the current study provides the first in-depth analysis of a non-biological protein in a living host organism. We found that a synthetic ATP-binding protein from non-natural origins functions inside living cell by disrupting the normal energetic balance within the cell. This disruption cascades into a series of events that limit reproductive competency by inhibiting cell division. This discovery provides a paradigm where synthetic proteins could be used to as novel therapeutics, including next generation antibiotics, and provides new opportunities for probing many basic and applied questions in cellular biology.

## Materials and Methods

### Bacterial Strains, Media and Growth Conditions

All experiments performed in this study involved *E. coli* TOP10 cells (Invitrogen) unless otherwise stated. Liquid cultures were grown at 37°C for 14–16 h in Luria-Bertani (LB) media containing ampicillin (US Biological, 200 µg/ml), and protein expression was induced by diluting the culture 100-fold into fresh LB containing arabinose (1 mg/ml).

### Construction of Plasmids

The DX and ubiquitin genes were amplified by the polymerase chain reaction (PCR) from a pmal plasmid [28]. The forward DNA primer contained the sequence information necessary to add an *E. coli* optimized Shine-Dalgarno sequence upstream of the open reading frame and modify the N-terminus of each protein to include a Flag protein affinity tag (MDYKDDDDK). In addition, the PCR primers also contained *Eco*RI and *Hin*dIII restriction enzyme sites, which were used to clone both genes into the pBAD18 plasmid[30]. Codon usage for the DX and ubiquitin genes was optimized for *E. coli* expression and proper insertion of both genes was verified by DNA sequencing.

### Cell Growth, Expression and Metabolism Studies

Liquid cell cultures containing the DX, ubiquitin, and empty pBAD18 vector were induced with arabinose. Over the course of 10 hours, four 1 ml aliquots and one 0.5 ml aliquot were removed at each one-hour interval. The 0.5 ml aliquot was used to measure cell density at 600 nm using an Eppendorf BioPhotometer. Each of the 1 ml aliquots were pelleted by centrifugation, frozen at −80°C, thawed on ice, and used in the following manner: the first aliquot was re-suspended in sterile water, lysed by sonication and total cell protein was determined by taking the average of three Bradford measurements; the second aliquot was re-suspended in 1x SDS containing loading buffer and used in a western blot assay, the third and fourth aliquots were re-suspended in pH 7.4 PBS and used to measure intracellular ATP levels. In addition, a 1 µl sample from each cell type was also removed after each hour of expression, diluted 1000-fold into sterile water, and spotted as a series of four 10-fold dilutions onto LB-agar plates that either contained or were devoid of arabinose (1 mg/ml). The cultures were grown on solid media for 18 hours at 37°C and imaged using a Bio Rad Gel Doc XR+ system. This experiment was performed in duplicate using liquid cultures that were grown in the presence or absence of arabinose.

### Western Blotting

Cell samples obtained in the cell growth study were re-suspended in 1x SDS containing loading buffer (Invitrogen). Sample volumes were normalized based on the total protein content determined by the Bradford assay. These samples were boiled for 5 min and analyzed by SDS polyacrylamide gel electrophoresis (SDS-PAGE). The resulting gel was transferred to polyvinylidene difluoride (PVDF) or nitrocellulose membranes using the Invitrogen iBlot system and FLAG-tagged recombinant proteins were visualized with horseradish peroxidase (HRP) using an anti-FLAG antibody (Immunology Consultants Laboratory) and with a chemiluminescent substrate (SuperSignal, Thermo Scientific).

### Intracellular ATP Assay

Cell samples obtained in the cell growth study were analyzed using the BacTiter-Glo microbial cell viability assay kit (Promega) and bioluminescence was detected using a Promega Glomax luminometer. Cell samples were normalized to total cell protein as determined by Bradford assay such that the total amount of protein in each sample was equivalent. A linear calibration was performed using known quantities of ATP (Sigma) to determine the absolute quantity of ATP in each sample, and all values represent the average of three trials.

### Immunoprecipitation Assay

*E. coli* TOP10 cells transformed with pBAD18 containing either DX, ubiquitin, or the empty vector were induced for 4 h at 37°C . Cells were harvested and lysed in buffer containing 1 mg/mL lysozyme, 50 mM Tris HCl (pH 7.5), 100 mM NaCl, 10% glycerol, 1 mM dithiothreitol (DTT), 0.1% Nonidet-P40, 1 mM phenylmethanesulphonylfluoride (PMSF), and protease inhibitor cocktail (Roche). Lysate was clarified by centrifugation at 21,130 *Xg* for 45 min at 4°C and filtered through a 0.22 µm sterile syringe filter unit. DX was immobilized by adding 1 mg of crude protein (determined by Bradford assay) to ANTI-FLAG® M2-Agarose Affinity Gel (Sigma) in binding buffer (similar to the lysis buffer, but without lysozyme and glycerol and supplemented with 15 mM EDTA). Protein and affinity gel were incubated for 2 h at 4°C, washed three times in wash buffer (binding buffer without protease inhibiter cocktail). Samples were analyzed by SDS-PAGE gel (NuPAGE, Invitrogen) and imaged using SilverXpress silver staining kit (Invitrogen).

### Toxicity Analysis

Cells containing the DX plasmid were cultured for 10 hours under induction. These samples were centrifuged at 3000 Xg at 4°C for 5 min, washed twice with fresh LB, and re-suspended in the same volume of LB devoid of the arabinose inducer. Over the course of an 8 hour experiment, cell aliquots (1 µl) were diluted 1000-fold into sterile water and spotted as a series of four further 10-fold dilutions onto LB-agar plates. A series of control cells containing the empty pBAD18 vector were cultured in an identical manner with the exception that these cells either contained kanamycin (US Biological, 50 µg/ml), tetracycline (Sigma, 10 µg/ml),or no additional antibiotic. The control cells were washed, re-suspended, and allowed to recover for the same period of time in fresh LB before spotting onto solid media. This experiment was repeated and seven replicate spots from each one-hour time point were analyzed using a 2-way ANOVA test of variance. Results were considered significant if p<0.05, very significant if p<0.01 and extremely significant if p<0.001.

### Cell Morphology Imaging

Cells transformed with pBAD18 plasmids containing either DX, ubiquitin, or the empty vector were grown under induction for 1–9 hours, harvested after 2, 3, 4, 6, 8, and 9 hours of growth, and fixed in 2% gluteraldahyde overnight. These cells were visualized at 40× magnification using a Nikon Eclipse TE300 model microscope using a phase contrast objective. In a second experiment, 100-fold dilutions of overnight growths of cells containing plasmid pBAD18-DX were cultured for 1–8 hours both in the presence and absence of arabinose. These cells were harvested each hour and fixed in 2% gluteraldahyde overnight before imaging between 10 and 20 fields of view for each sample at 40× magnification using a Fisher Micromaster phase contrast microscope. These images were processed using MATLAB (R2008a, The MathWorks) to determine median cell lengths and areas.

### Electron Microscopy

Overnight cultures containing pBAD18 plasmid with the DX insert were diluted 100-fold into liquid media either containing or devoid of arabinose inducer. Liquid cultures were allowed to grow for 3, 4, or 5 hours before being fixed in 2% gluteralehyde in phosphate buffered saline (PBS) (100 mM NaPO_4_ (pH 7.0) and 100 mM NaCl). Cells were washed twice, re-suspended in PBS, and embedded in 1% agarose. Agarose pellets were washed twice in PBS and post-fixed in 1% osmium tetroxide in PBS for 2 hours. Pellets were then washed twice in distilled water (diH_2_O), left in diH_2_O at 4°C overnight, washed twice again in diH_2_O, incubated in 1% uranyl acetate for 2 h, and washed 4x in diH_2_O. Cells were dehydrated by incubating in an ascending series (20% increments) of 10 min acetone washes with three final wash steps in 100% acetone. Dehydrated cells were then infiltrated with Spurr's epoxy resin on a rotating wheel using an ascending series similar to acetone (25% increments) with three final washes in 100% resin. Cells were embedded in fresh resin and polymerized for 24 h at 60°C. 60 nm section were cut using a Leica Ultracut-R microtome and thin sections were post-stained for 5 min with 1% uranyl acetate and 3 min with Sato's lead citrate. Sections were imaged with a Philips CM12 operated at 80 kV and images were generated with a Gatan 791 CCD camera.

### Microarray Analysis

Overnight cultures of cells containing the pBAD18-DX plasmid were diluted 25-fold into media either with or without arabinose inducer. Aliquots were taken every 30 min from time 0 until 4 hours post-induction. Total RNA was extracted using an Invitrogen PureLink Micro-to-Midi RNA purification kit. RNA was analyzed using an Agilent 2100 Bioanalyzer and RNA samples with a RNA integrity number (RIN) of less than 7 were excluded and repeated. cDNA was generated with a FairPlay III microarray labeling kit using random primers. cDNA was purified using an Invitrogen PureLink PCR purification kit and labeled with Molecular Probes Alexa-647 (for RNA from induced cells) or Alexa-555 (for RNA from uninduced cells) following the manufacturer's protocol. Labeled cDNA from each of the eight time points was hybridized to a microarray slide containing 8 separate copies of the *E. coli* genome (Agilent Microarray Design ID 020097) according to instructions provided by the manufacturer. Slides were imaged using an Agilent G2565 BA scanner. Expression data was extracted using GenePix Pro v6.0 software and the provided GAL file. Expression data was analyzed using GeneSpring (Agilent) and MATLAB's bioinfomatics software suit (see supplementary information). Data from the 2.5 hours post-induction sample were excluded from this analysis because the uninduced RNA failed to label properly. Microarray data was deposited in the NCBI microarray database Gene Expression Omnibus with the accession code GSE17568.

## Supporting Information

Figure S1 Colonies grown from cells expressing DX show a distinct morphological phenotype which increases in severity as the as the length of induction time increases. Maintenance of DX expression on solid media also increases the severity of this phenotype.
(1.98 MB TIF)

Figure S2 CFU counts of DX-expressing and control cells during eight hours of induction and recovery. Each time point represents the average number of CFUs obtained from 7–10 µL spots and the error bars represent the standard deviation.
(3.93 MB TIF)

Table S1 CFU counts of cultures expressing DX
(0.06 MB PDF)

Table S2 Genes identified by linear regression as having increased expression over time.
(0.15 MB PDF)

Table S3 Genes identified by linear regression as having decreased expression over time.
(0.13 MB PDF)

Table S4 Time dependent expression of chemotaxis genes.
(0.09 MB PDF)

Table S5 Time dependent expression of sulfur metabolism genes.
(0.07 MB PDF)

Table S6 Time dependent expression of the rpoS regulon.
(0.08 MB PDF)

Table S7 Time dependent expression of SOS pathway genes.
(0.05 MB PDF)

Table S8 Time dependent expression of cell division genes.
(0.10 MB PDF)

Table S9 Expression over time of genes involved in ATP biosynthesis.
(0.10 MB PDF)

# Supplementary material for: A Man-Made ATP-Binding Protein Evolved Independent of Nature Causes Abnormal Growth in Bacterial Cells
**Source:** PLoS One. 2009 Oct 8;4(10):e7385. doi: 10.1371/journal.pone.0007385
**Supplement:** Table S1 — CFU counts of cultures expressing DX (0.06 MB PDF)

	DX		Ubiquitin		Empty		Kan		Tet	
	Mean<br>cells/mL	Standard<br>Deviation	Mean<br>cells/mL	Standard<br>Deviation	Mean<br>cells/mL	Standard<br>Deviation	Mean<br>cells/mL	Standard<br>Deviation	Mean<br>cells/mL	Standard<br>Deviation
	**Expression**									
**1**	4.71E+07	1.70E+07	1.71E+07	1.60E+07	1.86E+07	1.35E+07	0.00E+00	0.00E+00	0.00E+00	4.27E+06
**2**	2.40E+08	5.32E+07	1.46E+08	2.51E+07	2.33E+08	5.65E+07	0.00E+00	0.00E+00	1.69E+07	2.54E+06
**3**	1.31E+08	3.80E+07	4.57E+08	3.31E+08	1.86E+08	6.90E+07	0.00E+00	0.00E+00		
**4**	1.33E+08	4.23E+07	4.57E+08	1.90E+08	4.29E+08	2.06E+08	0.00E+00	0.00E+00	1.40E+07	4.16E+06
**5**	1.20E+08	1.73E+07	1.49E+09	4.10E+08	1.90E+09	4.65E+08	0.00E+00	0.00E+00	2.06E+07	7.09E+06
**6**	1.56E+08	4.79E+07	2.70E+09	3.37E+08	1.53E+09	3.82E+08	0.00E+00	0.00E+00	2.06E+07	2.64E+06
**7**	1.27E+08	3.20E+07	1.47E+09	3.73E+08	1.39E+09	4.56E+08	0.00E+00	0.00E+00	1.69E+07	4.60E+06
**8**	7.14E+07	2.04E+07	3.30E+09	6.51E+08	2.00E+09	2.00E+09	0.00E+00	0.00E+00	2.21E+07	4.71E+06
	**Recovery**									
**1**	1.20E+08	3.56E+07	1.43E+09	1.62E+09	1.62E+09	6.90E+07	0.00E+00	0.00E+00	4.29E+06	5.35E+06
**2**	8.57E+07	3.69E+07	1.54E+09	3.78E+08	2.49E+09	6.69E+08	0.00E+00	0.00E+00	1.14E+06	9.00E+05
**3**	8.67E+07	1.51E+07	2.57E+09	1.72E+09	1.57E+09	7.87E+08	2.86E+05	4.88E+05	2.14E+07	2.04E+07
**4**	3.09E+08	5.96E+07	2.16E+09	3.78E+08	3.80E+09	1.92E+09	1.43E+05	3.78E+05	1.44E+07	1.40E+06
**5**	4.57E+07	2.51E+07	1.53E+09	2.36E+08	2.90E+09	3.42E+08	1.57E+06	9.76E+05	7.90E+08	8.52E+07
**6**	5.71E+06	3.99E+06	2.00E+09	1.73E+09	2.29E+09	2.36E+09	6.71E+06	2.50E+06	1.40E+09	2.31E+08
**7**	2.14E+06	1.21E+06	1.61E+09	4.53E+08	3.00E+09	1.00E+09	2.14E+07	3.31E+06	9.89E+09	1.31E+09
**8**	1.71E+07	1.25E+07	4.59E+09	7.06E+08	2.29E+09	1.38E+09	7.71E+07	2.69E+07	2.57E+09	2.30E+09

# Supplementary material for: A Man-Made ATP-Binding Protein Evolved Independent of Nature Causes Abnormal Growth in Bacterial Cells
**Source:** PLoS One. 2009 Oct 8;4(10):e7385. doi: 10.1371/journal.pone.0007385
**Supplement:** Table S2 — Genes identified by linear regression as having increased expression over time. (0.15 MB PDF)

Gene	Hours post induction ($\log_2(\text{induced} / \text{un-induced})$)							Gene Function
	0.5	1	1.5	2	3	3.5	4	
<i>ACA-0244248</i>	-0.09	-0.33	-0.27	-0.15	0.03	0.40	0.34	transposase Tra5 []
<i>allB</i>	-0.35	-0.45	0.12	0.24	0.81	1.68	1.51	putative hydrolase [b0512]
<i>alpA</i>	-0.09	-0.04	0.37	0.10	0.45	1.10	1.11	Prophage CP4-57 Regulatory protein alpA [c_1169]
<i>amiC</i>	-0.23	-0.09	0.68	0.68	1.28	1.62	1.52	putative amidase [b2817]
<i>b2649</i>	0.29	0.29	0.60	0.75	0.27	1.34	1.69	"orf, hypothetical protein [b2649]"
<i>b2656</i>	-0.10	0.02	0.20	-0.14	0.43	0.84	0.82	"orf, hypothetical protein [b2656]"
<i>bioC</i>	-0.06	-0.17	0.06	-0.11	0.01	0.53	0.40	biotin biosynthesis; reaction prior to pimeloyl CoA [b0777]
<i>c_0273</i>	-0.15	-0.05	-0.20	-0.22	0.00	0.81	0.39	Putative radC-like protein yeeS [c_0273]
<i>c_0429</i>	-0.17	-0.24	-0.01	0.42	-0.21	0.35	-0.01	Conserved hypothetical protein [c_0429]
<i>c_0438</i>	-0.05	-0.01	-0.81	-0.42	-0.08	-0.25	-0.18	Hypothetical protein [c_0438]
<i>c_0471</i>	0.00	0.00	-0.02	-0.21	0.05	0.92	0.73	Hypothetical protein [c_0471]
<i>c_1145</i>	0.01	-0.19	0.03	-0.13	0.31	0.23	0.56	Putative NADH dehydrogenase/NAD [c_1145]
<i>c_1883</i>	0.05	-0.46	-0.26	0.22	-0.03	0.17	-0.03	Conserved hypothetical protein [c_1883]
<i>c_1891</i>	0.02	-0.10	0.10	0.17	-0.07	0.34	0.05	Hypothetical protein [c_1891]
<i>c_2118</i>	0.00	-0.19	0.05	0.01	0.07	0.90	1.06	Putative conserved protein [c_2118]
<i>c_2180</i>	-0.10	0.03	-0.17	-0.14	-0.02	0.38	0.29	Hypothetical protein [c_2180]
<i>c_2442</i>	-0.02	-0.38	-0.16	-0.09	0.04	0.27	0.37	Hypothetical protein [c_2442]
<i>c_2456</i>	0.18	-0.31	-0.03	0.06	-0.08	0.22	0.00	Hypothetical protein [c_2456]
<i>c_2489</i>	0.01	-0.01	-0.03	-0.05	0.13	0.45	0.37	Putative transferase [c_2489]
<i>c_2525</i>	-0.07	-0.31	-0.22	-0.07	-0.10	0.22	-0.14	Hypothetical protein [c_2525]
<i>c_2924</i>	-0.10	-0.05	-0.03	-0.26	0.03	0.78	0.48	Putative peptidase ypdF [c_2924]
<i>c_3166</i>	-0.02	-0.28	-0.12	0.06	-0.12	0.26	0.03	Putative head-tail joining protein of prophage [c_3166]
<i>c_3559</i>	-0.09	0.09	0.28	0.17	0.01	0.38	0.23	Hypothetical protein [c_3559]
<i>c_3631</i>	0.05	-0.59	0.48	0.72	0.08	0.11	-0.03	Hypothetical protein [c_3631]
<i>c_4435</i>	-0.54	-0.47	-0.26	-0.25	0.00	0.41	0.57	Hypothetical protein [c_4435]
<i>c_4576</i>	-0.04	-0.14	0.05	-0.04	0.11	0.61	0.44	Hypothetical protein yeeV [c_4576]
<i>c_4808</i>	-0.17	-0.77	0.45	0.29	1.15	2.06	2.21	Hypothetical protein [c_4808]
<i>c_5447</i>	0.08	-0.17	1.77	1.60	2.21	2.86	3.60	Hypothetical protein [c_5447]
<i>c_5448</i>	0.16	-0.01	1.53	1.73	2.71	3.45	3.60	Hypothetical protein [c_5448]
<i>caiD</i>	-0.01	-0.38	-0.13	-0.16	0.66	1.27	1.49	carnitine racemase [b0036]
<i>cheB</i>	-0.06	-0.24	-0.01	-0.14	0.22	0.25	0.36	response regulator for chemotaxis [b1883]
<i>cheZ</i>	-0.30	-0.02	-0.08	-0.23	0.72	0.66	0.55	Chemotaxis protein cheZ [c_2296]
<i>chpR</i>	-0.04	0.15	0.95	0.68	0.86	1.61	1.77	"suppressor of inhibitory function of ChpA, PemI-like, autoregulated [b2783]"
<i>citG</i>	0.01	0.03	0.03	0.12	-0.08	0.68	0.93	"orf, hypothetical protein [b0613]"
<i>cpsG</i>	-0.06	0.02	0.14	-0.16	0.21	0.54	0.35	phosphomannomutase [b2048]

<i>csgC</i>	-0.08	-0.25	-0.03	0.05	0.23	0.43	0.76	putative curli production protein [b1043]
<i>cspF</i>	-0.37	-0.64	1.97	1.79	2.74	3.92	4.04	cold shock protein [b1558]
<i>cspH</i>	0.12	-0.33	2.00	1.93	2.51	3.54	3.58	cold shock-like protein [b0989]
<i>cysH</i>	0.01	-0.21	-0.16	-0.04	0.04	0.19	0.15	3-phosphoadenosine 5-phosphosulfate reductase [b2762]
<i>cysJ</i>	0.16	-0.22	-0.17	-0.05	0.39	-0.33	0.14	Sulfite reductase [c_3323]
<i>cysN</i>	-0.04	-0.24	-0.18	-0.08	-0.06	0.14	0.15	ATP-sulfurylase [b2751]
<i>DCP_22_7</i>	-0.09	-0.47	-0.14	0.12	-0.06	0.15	-0.04	
<i>dpiB</i>	0.11	-0.27	0.03	-0.10	-0.02	0.49	0.71	putative sensor-type protein [b0619]
<i>ECs0325</i>	0.18	-0.18	0.73	0.57	1.23	1.95	1.86	hypothetical protein [ECs0325]
<i>ECs0331</i>	0.11	0.01	0.25	0.01	-0.13	1.25	1.92	putative NADH-dependent flavin oxidoreductase [ECs0331]
<i>ECs0337</i>	-0.10	-0.23	0.04	-0.29	-0.18	0.70	0.44	putative transcription regulator [ECs0337]
<i>ECs0573</i>	0.03	-0.15	0.15	0.22	1.21	1.36	1.70	allantoinase [ECs0573]
<i>ECs0854</i>	0.06	-0.09	0.09	0.11	0.37	0.42	0.42	8-amino-7-oxononanoate synthase [ECs0854]
<i>ECs1613</i>	0.04	0.19	1.11	1.46	1.60	2.92	2.73	Ren protein [ECs1613]
<i>ECs1628</i>	-0.68	-0.20	0.32	0.13	0.81	0.90	1.34	hypothetical protein [ECs1628]
<i>ECs1721</i>	0.20	0.39	1.13	2.22	2.54	2.42	2.76	sodium-calcium/proton antiporter [ECs1721]
<i>ECs1946</i>	-0.16	0.06	0.17	0.13	0.23	0.84	0.51	hypothetical protein [ECs1946]
<i>ECs2038</i>	0.01	-0.75	-0.68	-0.52	0.24	0.16	1.20	hypothetical protein [ECs2038]
<i>ECs2427</i>	-0.12	0.01	-0.12	0.03	-0.08	0.52	0.50	hypothetical protein [ECs2427]
<i>ECs2928</i>	-0.16	-0.39	-0.10	-0.24	0.21	0.54	0.61	hypothetical protein [ECs2928]
<i>ECs2985</i>	0.41	0.30	1.25	1.57	2.37	2.80	2.99	Ren protein [ECs2985]
<i>ECs3484</i>	0.01	-0.11	0.69	0.43	1.83	2.29	2.71	hypothetical protein [ECs3484]
<i>ECs3559</i>	-0.35	-0.70	0.91	2.63	4.01	4.80	5.31	interrupted glucitol/sorbitol-specific PTS system enzyme IIC component [ECs3559]
<i>ECs3592</i>	0.16	-0.37	-0.11	0.20	0.16	0.06	0.06	putative 4-hydroxybenzoate decarboxylase [ECs3592]
<i>ECs3631</i>	-0.12	-0.19	-0.53	-0.23	0.18	0.61	0.48	putative transport protein [ECs3631]
<i>ECs4471</i>	0.23	0.04	0.84	0.65	1.79	2.60	3.24	hypothetical protein [ECs4471]
<i>ECs4472</i>	-0.04	0.40	0.47	0.35	0.89	1.71	1.92	hypothetical protein [ECs4472]
<i>ECs4500</i>	0.01	-0.35	-0.19	0.46	-0.10	0.16	0.03	lipid A-core:surface polymer ligase [ECs4500]
<i>ECs4630</i>	0.01	-0.09	0.07	-0.10	0.07	0.61	0.61	hypothetical protein [ECs4630]
<i>ECs5021</i>	-0.18	-0.57	-0.19	-0.14	0.18	0.68	0.74	hypothetical protein [ECs5021]
<i>ECs5058</i>	0.06	-0.28	0.16	-0.01	0.16	0.48	0.65	part of formate-dependent nitrite reductase complex NrfG [ECs5058]
<i>ECs5233</i>	-0.23	-0.20	-0.12	-0.14	-0.23	0.56	0.12	hypothetical protein [ECs5233]
<i>eutE</i>	-0.07	-0.11	0.08	-0.23	0.23	0.44	0.55	ethanolamine utilization; similar to acetaldehyde dehydrogenase [b2455]
<i>flgD</i>	-0.07	-0.01	0.03	-0.55	0.10	0.48	0.23	"flagellar biosynthesis, initiation of hook assembly [b1075]"
<i>flgE</i>	-0.11	-0.16	-0.14	-0.33	0.13	0.23	0.28	"flagellar biosynthesis, hook protein [b1076]"
<i>flgJ</i>	0.00	0.06	0.03	-0.27	-0.05	0.49	0.25	flagellar biosynthesis [b1081]
<i>flhE</i>	-0.03	-0.05	0.25	0.02	0.37	0.69	0.77	flagellar protein [b1878]

<i>fliP</i>	-0.01	-0.13	0.03	-0.19	0.28	0.56	0.51	Flagellar biosynthetic protein fliP precursor [c_2365]
<i>frwB</i>	-0.27	-0.88	-0.24	-0.07	0.31	0.63	0.67	PTS system fructose-like IIB component 1 [b3950]
<i>ggt</i>	0.02	-0.25	-0.42	-0.40	-0.26	0.00	-0.14	gamma-glutamyltranspeptidase [Z4813]
<i>gnd</i>	-0.99	-0.69	-0.80	-0.68	-0.02	0.78	0.98	"gluconate-6-phosphate dehydrogenase, decarboxylating [b2029]"
<i>hha</i>	-0.10	-0.45	1.02	1.15	2.61	3.28	3.53	haemolysin expression modulating protein [b0460]
<i>hofP</i>	-0.03	-0.15	-0.09	-0.08	0.10	0.43	0.65	"orf, hypothetical protein [b3392]"
<i>hyfA</i>	0.00	0.06	-0.09	-0.26	0.01	0.46	0.48	hydrogenase 4 Fe-S subunit [b2481]
<i>iscS</i>	0.23	0.33	0.47	0.97	1.93	2.45	2.63	putative aminotransferase [b2530]
<i>iscU</i>	-0.31	0.29	0.65	0.92	1.07	2.26	2.21	"orf, hypothetical protein [b2529]"
<i>ispU</i>	-0.20	-0.35	0.31	0.79	0.63	1.47	1.45	"orf, hypothetical protein [b0174]"
<i>kdpC</i>	-0.03	-0.13	0.10	-0.02	0.38	0.85	1.01	high-affinity potassium transport system [b0696]
<i>kil</i>	0.02	-0.05	0.23	0.11	0.19	0.91	1.45	hypothetical protein [ECs1936]
<i>kilR</i>	-0.02	-0.22	0.22	0.17	0.50	1.07	1.23	"orf, hypothetical protein [b1352]"
<i>L7026</i>	0.06	-0.32	0.16	0.37	0.00	0.12	0.00	polysaccharide deacetylase [L7026]
<i>lar</i>	0.10	0.20	1.21	0.73	2.58	3.30	3.70	restriction alleviation and modification enhancement protein [ECs1932]
<i>livM</i>	-0.05	-0.45	-0.03	-0.05	0.04	0.80	0.91	high-affinity branched-chain amino acid transport [b3456]
<i>lsrC</i>	0.01	-0.30	-0.16	-0.18	-0.01	0.35	0.74	putative transport system permease protein [b1514]
<i>maa</i>	0.37	0.19	1.84	1.97	3.26	3.79	3.99	putative transferase [b0459]
<i>maoC</i>	0.06	-0.28	0.02	0.01	0.26	0.68	0.66	putative aldehyde dehydrogenase [b1387]
<i>mdtI</i>	0.39	0.07	0.76	1.36	1.94	2.87	2.89	possible chaperone [b1599]
<i>mhpT</i>	-0.10	-0.06	0.08	-0.16	0.04	0.84	0.70	putative transport protein [b0353]
<i>mmuP</i>	-0.23	-0.48	-0.09	-0.13	0.23	1.04	1.00	putative amino acid/amine transport protein [b0260]
<i>nrfG</i>	0.06	-0.36	0.30	0.03	0.25	0.56	0.58	part of formate-dependent nitrite reductase complex [b4076]
<i>nsrR</i>	-0.09	-0.11	0.36	0.67	1.19	1.75	1.79	"orf, hypothetical protein [b4178]"
<i>ompF</i>	-0.73	-1.02	-0.04	0.35	0.87	1.01	1.79	outer membrane protein 1a [b0929]
<i>ompG</i>	0.04	-0.09	0.33	0.15	0.53	0.93	1.00	outer membrane protein [Z2462]
<i>pgaC</i>	0.06	-0.06	0.87	0.60	1.48	1.56	1.98	"orf, hypothetical protein [b1022]"
<i>pphA</i>	-0.33	-0.33	-0.13	-0.12	0.74	1.18	1.75	"protein phosphatase 1 modulates phosphoproteins, signals protein misfolding [b1838]"
<i>puuC</i>	0.05	-0.11	0.09	-0.30	0.30	0.42	0.75	"aldehyde dehydrogenase, prefers NADP over NAD [b1300]"
<i>puuE</i>	-0.03	-0.02	0.13	-0.28	0.13	0.59	0.73	4-aminobutyrate aminotransferase [b1302]
<i>rarD</i>	-0.19	-0.20	0.33	0.12	-0.12	0.76	0.78	"orf, hypothetical protein [b3819]"
<i>rdoA</i>	-0.23	-0.36	-0.11	0.15	0.44	1.51	1.92	"orf, hypothetical protein [b3859]"
<i>recE</i>	0.06	0.03	0.22	0.28	0.64	0.83	0.94	Exodeoxyribonuclease VIII [c_1402]
<i>recT</i>	-0.07	-0.07	1.34	0.79	2.07	2.93	3.25	"recombinase, DNA renaturation [b1349]"
<i>rpmE2</i>	-0.12	0.72	1.62	1.55	2.08	2.76	3.30	ribosomal protein L31-like protein [ECs1330]
<i>rsxA</i>	0.01	0.17	0.44	0.81	0.99	2.29	2.13	"orf, hypothetical protein [b1627]"
<i>sgbH</i>	-0.03	-0.25	-0.09	-0.29	0.05	0.52	0.35	probable 3-hexulose 6-phosphate synthase [b3581]

<i>sgbU</i>	-0.01	-0.18	-0.04	-0.31	0.35	0.52	0.54	Putative hexulose-6-phosphate isomerase [c_4405]
<i>srlA_1</i>	-0.76	-0.58	0.72	3.55	3.85	4.81	5.42	"PTS system, glucitol/sorbitol-specific IIC component, one of [Z4005]"
<i>tauD</i>	-0.03	-0.20	0.08	0.01	0.04	0.42	0.38	"taurine dioxygenase, 2-oxoglutarate-dependent [Z0467]"
<i>tdcR</i>	-0.15	-0.35	-0.01	-0.18	0.91	0.80	1.56	threonine dehydratase operon activator protein [Z4471]
<i>tfaR</i>	0.06	-0.13	0.27	0.29	0.86	1.04	1.37	"orf, hypothetical protein [b1373]"
<i>tfaX</i>	-0.30	0.06	1.31	0.91	2.45	2.83	3.74	"orf, hypothetical protein [b0563]"
<i>thiG</i>	0.00	-0.30	-0.25	-0.36	-0.20	0.26	0.17	"thiamin biosynthesis, thiazole moiety [b3991]"
<i>torA</i>	-0.01	-0.32	-0.02	-0.29	-0.03	0.34	0.03	Trimethylamine-N-oxide reductase 1 precursor [c_1133]
<i>torI</i>	-0.85	-0.93	-0.93	-0.54	0.56	1.29	1.10	response regulator inhibitor for tor operon [b4501]
<i>ubiB</i>	-0.78	-0.62	-0.32	-0.08	-0.28	0.21	0.34	"orf, hypothetical protein [b3835]"
<i>ugd</i>	0.27	0.21	0.49	0.57	0.98	1.17	1.07	UDP-glucose 6-dehydrogenase [b2028]
<i>ulaA</i>	-0.02	-0.05	-0.04	-0.09	0.00	0.26	0.23	orf Unknown function [Z1087]
<i>wcaA</i>	-0.07	-0.16	0.00	-0.24	0.25	0.36	0.37	putative regulator [b2059]
<i>wcaB</i>	0.01	-0.32	-0.05	-0.23	0.08	0.55	0.45	putative transferase [Z3222]
<i>wcaD</i>	0.03	-0.16	0.48	0.49	0.27	1.53	1.63	putative colanic acid polymerase [b2056]
<i>wcaM</i>	0.02	0.17	0.85	0.66	1.08	1.46	1.37	"orf, hypothetical protein [b2043]"
<i>xapR</i>	0.21	-0.14	0.32	0.44	0.33	0.47	0.37	Xanthosine operon Regulatory protein [c_2937]
<i>yagK</i>	-0.06	-0.45	0.86	0.74	2.40	2.60	2.88	"orf, hypothetical protein [b0277]"
<i>ybaJ</i>	-0.27	-0.83	0.63	0.98	2.34	3.26	3.50	"orf, hypothetical protein [b0461]"
<i>ybcV</i>	-0.43	-0.61	0.34	0.11	1.05	1.63	1.91	putative an envelop protein [b0558]
<i>ybcY</i>	-0.29	-0.48	0.64	0.66	0.87	1.80	1.56	"orf, hypothetical protein [b0562]"
<i>ybdB</i>	-0.17	0.15	0.50	0.41	0.64	1.09	1.28	"orf, hypothetical protein [Z0739]"
<i>ybeA</i>	-0.19	-0.41	0.63	0.53	0.83	1.14	1.53	"orf, hypothetical protein [b0636]"
<i>ycaK</i>	-0.70	-0.36	0.35	0.56	0.52	1.29	1.65	"orf, hypothetical protein [b0901]"
<i>ycbX</i>	-0.16	-0.06	0.05	0.26	-0.05	0.72	0.22	"orf, hypothetical protein [b0947]"
<i>ycdO</i>	0.07	0.32	0.25	0.40	0.11	1.07	1.12	Protein ycdO [c_1156]
<i>ycdU</i>	0.28	-0.66	1.54	1.70	2.55	3.51	4.19	"orf, hypothetical protein [b1029]"
<i>ycjO</i>	-0.10	-0.13	-0.28	-0.28	0.34	0.20	0.54	putative binding-protein dependent transport protein [b1311]
<i>ycjP</i>	-0.02	-0.14	-0.17	-0.15	0.42	0.79	0.97	putative transport system permease protein [Z2471]
<i>ycjP</i>	-0.02	-0.14	-0.17	-0.15	0.42	0.79	0.97	putative transport system permease protein [Z2471]
<i>ydaC</i>	-0.02	0.09	1.16	0.77	2.37	3.04	3.42	unknown protein encoded within prophage CP-933R [Z2413]
<i>ydaJ</i>	0.03	-0.19	-0.17	-0.11	0.09	0.40	0.27	putative aminohydrolase [Z2425]
<i>ydbD</i>	0.02	-0.23	0.18	0.26	0.05	1.20	1.23	"orf, hypothetical protein [b1407]"
<i>ydeK</i>	-0.10	-0.55	-0.47	-0.28	-0.28	0.02	0.16	"orf, hypothetical protein [b1510]"
<i>ydeO</i>	0.06	0.25	0.57	0.33	1.03	2.24	2.99	putative ARAC-type regulatory protein [b1499]
<i>ydeP</i>	-0.12	-0.19	0.08	0.21	0.50	1.11	1.25	"putative oxidoreductase, major subunit [b1501]"
<i>ydgK</i>	-0.93	-0.55	0.19	0.36	0.81	2.05	2.71	"orf, hypothetical protein [b1626]"

<i>ydiM</i>	0.07	-0.29	-0.08	-0.06	0.69	0.60	0.95	putative transport system permease protein [b1690]
<i>ydiY</i>	-0.31	-0.23	0.23	0.19	0.12	0.80	0.56	"orf, hypothetical protein [b1722]"
<i>yeaE</i>	0.05	-0.04	-0.82	-0.45	-0.15	-0.08	-0.50	Hypothetical protein yeaE [c_2186]
<i>yebB</i>	0.23	0.02	-0.03	0.33	-0.01	0.04	0.42	Hypothetical protein yebB [c_2276]
<i>yehA</i>	0.05	0.15	0.28	0.16	1.00	1.70	2.01	Hypothetical protein yehA precursor [c_2635]
<i>yeiM</i>	-0.07	-0.44	0.23	0.31	0.32	0.69	0.88	putative transport system permease protein [b2164]
<i>yeiN</i>	-0.05	-0.10	0.06	0.22	0.19	0.35	0.69	"orf, hypothetical protein [b2165]"
<i>yfaV</i>	0.11	-0.41	-0.09	-0.08	0.01	0.51	1.25	putative transport protein [b2246]
<i>yfbL</i>	-0.02	0.19	0.28	0.17	0.09	0.65	0.59	putative aminopeptidase [b2271]
<i>yfcS</i>	0.03	-0.07	0.00	-0.02	0.13	-0.12	0.16	Hypothetical fimbrial chaperone yfcS precursor [c_2882]
<i>yfdM</i>	0.07	-0.14	0.16	0.03	-0.10	0.81	0.64	"orf, hypothetical protein [b2356]"
<i>yfjJ</i>	0.04	-0.13	0.29	0.42	0.66	1.36	2.10	"orf, hypothetical protein [b2626]"
<i>yfjK</i>	-0.50	-0.22	0.25	0.14	0.33	1.30	1.08	"orf, hypothetical protein [b2627]"
<i>ygcG</i>	-0.01	-0.29	0.20	0.05	-0.13	0.28	0.11	"orf, hypothetical protein [b2778]"
<i>ygcY</i>	-0.10	-0.12	-0.63	-0.45	-0.09	0.27	0.25	Glucarate dehydratase related protein [c_3352]
<i>ygdQ</i>	-0.06	-0.16	0.59	0.85	0.82	1.16	1.55	putative transport protein [b2832]
<i>ygiQ</i>	0.01	0.13	0.03	-0.07	0.04	0.42	-0.06	"orf, hypothetical protein [b3086]"
<i>yhjR</i>	0.02	-0.31	0.46	0.90	2.16	2.24	2.27	"orf, hypothetical protein [b3535]"
<i>yiaO</i>	-0.13	-0.04	0.01	-0.38	0.28	0.47	0.71	putative solute-binding transport protein [b3579]
<i>yibG</i>	0.39	-0.14	1.03	0.55	1.40	2.51	3.22	"orf, hypothetical protein [b3596]"
<i>yibJ</i>	-0.39	-0.61	0.25	0.36	0.93	1.56	1.88	"orf, hypothetical protein [b3595]"
<i>yidD</i>	-0.24	0.08	0.16	0.25	0.72	0.83	1.50	predicted protein [b4557]
<i>yieG</i>	0.24	0.06	0.72	1.04	0.78	1.86	1.83	Hypothetical protein yieG [c_4637]
<i>yjcF</i>	-0.02	-0.49	0.16	0.13	0.25	0.94	0.53	"orf, hypothetical protein [b4066]"
<i>yjgZ</i>	-0.12	-0.16	-0.19	-0.20	0.01	0.51	0.37	"orf, hypothetical protein [b4277]"
<i>yjhC</i>	-0.34	-0.80	-0.39	-0.01	2.09	2.84	2.73	putative dehydrogenase [b4280]
<i>yjhE</i>	0.27	0.23	1.21	1.37	1.43	2.05	2.11	"orf, hypothetical protein [b4282]"
<i>ykgM</i>	-0.02	1.20	3.32	2.97	4.21	5.27	5.90	putative ribosomal protein [b0296]
<i>ynbD</i>	-0.10	-0.25	-0.14	-0.02	-0.06	0.40	0.14	putative enzymes [Z2316]
<i>ynfA</i>	0.34	-0.07	0.70	0.99	1.10	0.96	1.40	"orf, hypothetical protein [b1582]"
<i>yoeB</i>	-0.06	0.05	0.35	0.41	0.56	1.26	1.26	toxin of the YoeB-YefM toxin-antitoxin system [b4539]
<i>yohF</i>	0.00	0.09	0.03	0.45	0.39	0.61	0.53	putative oxidoreductase [b2137]
<i>ypdE</i>	-0.12	-0.21	0.00	-0.31	0.23	0.57	0.58	"orf, hypothetical protein [b2384]"
<i>yphC</i>	0.01	-0.36	-0.40	-0.27	-0.35	-0.12	-0.22	Hypothetical zinc-type alcohol dehydrogenase-like protein yphC [c_3067]
<i>yqcE</i>	0.10	-0.23	-0.44	-0.18	0.25	0.47	0.55	putative transport protein [Z4086]
<i>yrbF</i>	-0.22	-0.43	0.26	0.43	0.59	0.97	1.26	putative ATP-binding component of a transport system [b3195]
<i>ytfI</i>	-0.03	-0.66	-0.13	-0.22	1.10	1.81	2.59	"orf, hypothetical protein [b4215]"

<i>Z0390</i>	0.06	-0.25	0.16	0.23	0.04	-0.05	-0.01	orf Unknown function [Z0390]
<i>Z0414</i>	0.11	-0.26	0.04	0.55	1.14	0.26	0.08	orf Unknown function [Z0414]
<i>Z1218</i>	-0.10	-0.20	-0.04	-0.11	0.25	0.38	0.42	"orf, hypothetical protein [Z1218]"
<i>Z1362</i>	0.23	-0.13	-0.01	0.28	-0.04	0.37	0.06	unknown protein encoded by cryptic prophage CP-933M [Z1362]
<i>Z1507</i>	-0.10	-0.08	-0.05	-0.24	0.01	0.63	0.55	putative enzyme [Z1507]
<i>Z2286</i>	-0.08	-0.68	-0.73	-0.50	0.46	0.46	1.12	putative membrane transport protein [Z2286]
<i>Z3306</i>	0.00	-0.26	-0.08	-0.10	-0.14	0.22	0.09	unknown protein encoded within prophage CP-933V [Z3306]
<i>Z4045</i>	-0.09	-0.17	-0.08	0.01	-0.12	0.19	-0.08	orf hypothetical protein [Z4045]
<i>Z4046</i>	-0.03	-0.28	-0.04	0.17	-0.06	0.19	-0.02	orf hypothetical protein [Z4046]
<i>Z4105</i>	-0.12	-0.19	-0.88	-0.87	-0.37	0.33	0.36	putative transport protein [Z4105]
<i>Z5154</i>	0.06	-0.07	0.08	-0.03	0.21	0.47	0.66	orf Unknown function [Z5154]
<i>Z5868</i>	-0.03	-0.25	-0.06	-0.09	0.01	0.27	0.22	orf Unknown function [Z5868]
<i>zwf</i>	-0.18	0.13	0.13	0.19	0.53	0.62	0.77	glucose-6-phosphate dehydrogenase [b1852]

# Supplementary material for: A Man-Made ATP-Binding Protein Evolved Independent of Nature Causes Abnormal Growth in Bacterial Cells
**Source:** PLoS One. 2009 Oct 8;4(10):e7385. doi: 10.1371/journal.pone.0007385
**Supplement:** Table S3 — Genes identified by linear regression as having decreased expression over time. (0.13 MB PDF)

Gene	Hours post induction ($\log_2(\text{induced} / \text{un-induced})$)							Gene Function
	0.5	1	1.5	2	3	3.5	4	
acs	0.07	-0.23	0.19	0.27	0.09	-1.35	-1.99	acetyl-CoA synthetase [Z5668]
actP	0.01	-0.18	0.10	-0.01	0.17	-0.94	-1.46	putative transport protein [b4067]
ada	0.14	-0.47	-0.52	-0.35	-0.56	-1.21	-1.42	ADA Regulatory protein [c_2754]
aidB	0.21	-0.11	-0.80	-1.19	-1.00	-1.82	-2.00	putative acyl coenzyme A dehydrogenase [b4187]
allR	0.03	-0.47	-0.63	-0.69	-1.27	-1.71	-2.13	putative regulator [b0506]
ansB	-0.19	-0.36	-1.73	-1.38	0.00	-2.85	-3.65	periplasmic L-asparaginase II [b2957]
appA	-0.01	-0.21	-0.94	-1.13	-1.28	-1.46	-2.35	Periplasmic appA protein precursor [c_1121]
artJ	-0.20	-0.18	-0.16	-0.55	-0.52	-0.47	-0.72	Arginine-binding periplasmic protein 2 precursor [c_0993]
artM	0.01	-0.48	-1.03	-0.81	-1.15	-1.87	-1.53	arginine 3rd transport system permease protein [ECs0944]
artQ	-0.18	-0.21	-1.01	-0.93	-1.67	-1.91	-1.80	arginine 3rd transport system permease protein [b0862]
atoC	-0.19	-0.39	-0.84	-0.60	-0.85	-0.99	-1.35	"response regulator of ato, ornithine decarboxylase antizyme [b2220]"
b0057	0.23	0.12	-0.12	-0.36	-0.14	-0.24	-0.52	"orf, hypothetical protein [b0057]"
bcsC	0.04	-0.47	-0.90	-1.04	-0.83	-1.86	-1.77	putative oxidoreductase subunit [b3530]
c_0226	0.30	0.01	0.05	-0.04	-0.67	-0.50	-1.10	Putative cell cycle protein mesJ [c_0226]
c_0334	0.10	-0.14	-0.14	-0.05	-0.10	-0.04	-0.40	Putative integral membrane protein [c_0334]
c_0887	-0.02	0.35	-0.13	-0.37	-0.68	-1.54	-2.14	Hypothetical protein [c_0887]
c_0888	-0.07	-0.01	-0.15	-0.25	-0.65	-1.31	-2.81	Hypothetical protein ybiI [c_0888]
c_0955	-0.09	0.73	-0.04	0.00	-0.26	0.13	-0.13	Probable phage tail protein [c_0955]
c_0957	0.97	0.58	-0.03	0.06	-0.43	-0.69	-0.69	Fels-2 prophage: probable prophage lysozyme [c_0957]
c_1498	1.69	1.00	0.39	0.43	0.08	-0.63	-0.78	Hypothetical protein [c_1498]
c_1540	0.02	0.94	0.07	-0.14	-0.21	0.12	-0.03	Lambda Regulatory protein CIII [c_1540]
c_1752	-0.12	-0.28	-0.81	-1.23	-1.23	-3.40	-3.17	Hypothetical protein [c_1752]
c_1810	0.24	0.48	0.19	0.19	-0.04	0.02	0.04	Hypothetical protein [c_1810]
c_1880	0.03	0.10	-0.25	-0.33	-0.86	-1.61	-1.89	Putative conserved protein [c_1880]
c_2145	0.22	1.52	0.16	0.12	-0.06	-0.36	-0.94	Succinylarginine dihydrolase [c_2145]
c_2466	-0.03	0.48	0.24	0.19	-0.14	0.02	-0.03	Hypothetical protein [c_2466]
c_2520	0.01	0.84	0.05	0.33	0.33	0.26	-0.64	Conserved hypothetical protein [c_2520]
c_2806	-0.58	-0.73	-0.67	-0.90	-1.02	-1.47	-1.66	Hypothetical protein [c_2806]
c_4763	0.06	0.07	-0.06	0.07	-0.08	0.08	0.12	Hypothetical protein [c_4763]
c_4977	0.01	1.20	-0.06	0.30	0.02	0.10	0.10	Hypothetical protein [c_4977]
c_5212	-0.07	0.10	0.08	0.13	-0.24	0.13	0.03	Hypothetical protein [c_5212]
c_5381	-0.05	0.20	0.12	-0.14	-0.38	0.08	-0.82	Hypothetical protein [c_5381]
cbpA	-0.14	-0.30	-2.07	-2.45	-2.65	-2.91	-3.25	curved DNA-binding protein; functions closely related to DnaJ [b1000]
cca	0.14	-0.59	-0.55	-0.34	-0.66	-0.72	-1.06	tRNA nucleotidyltransferase [c_3806]
chaC	-0.09	-0.10	-0.18	-0.48	-0.58	-0.54	-0.87	cation transport regulator [b1218]

cspD	-1.42	-1.47	-2.02	-2.19	-2.57	-2.90	-3.54	cold shock protein [b0880]
cueR	-0.02	0.14	-0.52	-1.58	-2.19	-2.77	-2.95	putative transcriptional regulator [b0487]
cysK	-0.42	-0.30	-1.14	-1.48	-1.92	-2.07	-2.02	"cysteine synthase A, O-acetylserine sulfhydrylase A [b2414]"<br>affects pool of 3-phosphoadenosine-5-phosphosulfate in pathway of sulfite synthesis
cysQ	-0.05	-0.37	-0.65	-0.82	-0.72	-0.75	-1.23	[b4214]
dapB	-0.10	-0.13	-0.60	-0.90	-0.72	-1.04	-0.99	dihydrodipicolinate reductase [b0031]
deoB	-0.03	0.17	-0.63	-0.79	-1.14	-1.43	-1.33	phosphopentomutase [b4383]
dkgA	-0.28	-0.17	-1.34	-1.71	-1.67	-1.85	-2.53	"orf, hypothetical protein [b3012]"
ECs0076	0.57	0.40	-0.61	-0.52	-0.72	-1.19	-1.24	3-isopropylmalate isomerase [ECs0076]
ECs0329	0.67	0.89	-0.01	0.34	-0.64	-0.29	-0.90	hypothetical protein [ECs0329]
ECs1335	0.01	0.27	0.02	0.13	-0.16	0.21	-0.56	hypothetical protein [ECs1335]
ECs1478	0.02	0.08	-0.85	-1.07	-0.71	-1.96	-2.05	hypothetical protein [ECs1478]
ECs1634	-0.05	0.92	-0.03	0.07	-0.10	0.06	-0.14	major capsid protein [ECs1634]
ECs1975	2.08	1.65	0.91	0.76	0.21	0.07	-0.12	hypothetical protein [ECs1975]
ECs2304	0.26	-0.41	-0.31	-0.58	-1.17	-0.74	-1.07	hypothetical protein [ECs2304]
ECs2325	-0.07	0.51	-0.91	-0.93	-1.25	-2.33	-2.13	interrupted beta-D-glucuronidase [ECs2325]
ECs2373	-0.10	0.47	-0.36	-0.63	-1.04	-1.66	-1.97	possible enzyme [ECs2373]
ECs2800	0.09	0.82	0.16	0.09	0.12	-0.71	0.12	hypothetical protein [ECs2800]
ECs2888	-0.01	-0.66	-1.80	-2.67	-3.31	-4.42	-4.00	hypothetical protein [ECs2888]
ECs3029	0.90	0.61	0.31	0.29	-0.66	-1.38	-1.33	putative isomerase [ECs3029]
ECs3121	0.01	-0.05	0.04	0.01	-0.18	0.09	-0.07	putative antibiotic resistance protein [ECs3121]
ECs3214	0.05	-0.02	-0.08	-0.20	-0.37	-0.02	0.03	hypothetical protein [ECs3214]
ECs3498	0.30	0.45	0.24	0.14	-0.27	0.04	-0.17	hypothetical protein [ECs3498]
ECs3610	0.15	0.42	0.01	0.05	-0.19	0.16	-0.20	hypothetical protein [ECs3610]
ECs4542	0.07	0.74	-0.09	0.24	-0.21	0.25	-0.14	hypothetical protein [ECs4542]
ECs4548	0.03	1.07	0.62	0.35	0.13	-0.09	-0.01	hypothetical protein [ECs4548]
ECs4668	0.05	0.07	0.04	0.05	-0.10	0.13	0.06	hypothetical protein [ECs4668]
ECs4847	-0.49	-0.27	-1.38	-1.79	-1.75	-2.32	-2.24	hypothetical protein [ECs4847]
ECs4848	-0.20	-0.37	-1.38	-2.17	-1.91	-2.30	-2.30	putative regulator [ECs4848]
ECs4961	-0.02	0.68	0.00	0.15	0.04	0.17	-0.03	putative transcription regulator [ECs4961]
ECs4968	-0.05	0.56	0.20	0.01	-0.16	0.24	-0.13	hypothetical protein [ECs4968]
ECs4980	1.52	1.13	0.00	0.62	-0.46	-0.29	-0.57	hypothetical protein [ECs4980]
ECs4988	0.01	-0.03	-0.10	-0.05	-0.18	-0.46	-0.55	hypothetical protein [ECs4988]
ECs5051	0.01	-0.04	0.11	-0.01	-0.39	-1.10	-2.31	acetyl-CoA synthetase [ECs5051]
erfK	0.03	-0.62	-1.27	-0.88	-1.08	-1.64	-2.03	Protein erfK/srfK precursor [c_2476]
flgN	-0.33	-0.23	-0.87	-0.80	-0.89	-0.89	-1.35	protein of flagellar biosynthesis [b1070]
focF	0.00	0.30	-0.13	0.08	0.21	-0.57	-0.03	F1C minor fimbrial subunit F precursor [c_1243]

frf	-0.12	0.00	-0.16	-0.35	-0.54	-0.72	-1.04	ribosome releasing factor [ECs0174]
galM	-0.04	0.00	-0.85	-0.63	-1.15	-1.03	-1.50	galactose-1-epimerase [b0756]
gcvP	0.00	-0.16	-1.05	-1.17	-1.04	-1.13	-1.47	"glycine decarboxylase, P protein of glycine cleavage [Z4240]"
gst	-0.12	0.36	-0.23	-0.90	-1.62	-1.61	-1.92	glutathione S-transferase [b1635]
hdeD	-0.07	-0.68	-1.83	-2.10	-1.97	-3.58	-3.59	"orf, hypothetical protein [b3511]"
hisI	-0.12	-0.03	0.04	0.21	-0.26	-0.10	-0.44	phosphoribosyl-amp cyclohydrolase; phosphoribosyl-ATP pyrophosphatase [b2026]
hpf	0.11	-0.15	-0.37	-0.95	0.05	-0.78	-1.38	probable sigma-54 modulation protein [b3203]
hyaA	-0.02	0.10	-1.22	-1.59	-2.27	-2.90	-3.20	hydrogenase-1 small subunit [b0972]
hybC	-0.23	0.17	-1.34	-1.28	-1.12	-1.84	-1.97	"probable large subunit, hydrogenase-2 [b2994]"
idi	-0.13	-0.19	0.01	-0.04	0.00	-1.45	-2.27	putative enzyme [b2889]
ivy	0.05	-0.67	-1.01	-1.43	-1.22	-1.44	-1.63	"orf, hypothetical protein [b0220]"
lacZ	0.09	0.10	0.27	0.53	-0.77	-1.26	-2.03	beta-D-galactosidase [b0344]
lolB	0.17	-0.09	-0.61	-0.51	-0.57	-0.72	-1.12	"an enzyme in main pathway of synthesis of 5-aminolevulinate, possibly glutamyl-tRNA dehydrogenase [b1209]"
nadR	0.03	0.07	-0.28	-0.21	-0.48	-1.22	-1.58	probable nadAB transcriptional regulator [b4390]
nuoE	0.18	0.32	-0.75	-0.19	-0.26	-1.30	-1.06	NADH dehydrogenase I chain E [Z3544]
panC	-0.22	-0.16	-0.50	-0.49	-0.58	-0.75	-1.14	pantothenate synthetase [ECs0137]
panC	-0.22	-0.16	-0.50	-0.49	-0.58	-0.75	-1.14	pantothenate synthetase [ECs0137]
panE	0.15	0.05	-0.36	-0.17	-0.61	-0.82	-1.12	"involved in thiamin biosynthesis, alternative pyrimidine biosynthesis [b0425]"
papK	0.00	1.18	0.00	0.12	0.04	0.18	0.07	PapK protein [c_3586]
poxB	0.02	-0.28	-0.79	-1.07	-1.28	-1.25	-1.36	pyruvate oxidase [Z1105]
psiF	-0.17	-0.54	-1.50	-1.39	-0.75	-2.53	-3.44	phosphate starvation-induced protein psiF [ECs0434]
ptrB	-0.03	-0.13	-0.54	-0.37	-0.87	-1.06	-1.25	protease II [b1845]
rbsB	-0.22	-0.49	-1.11	-1.21	-1.97	-2.39	-2.94	D-ribose periplasmic binding protein [b3751]
rnf	-0.44	-0.80	-2.64	-2.68	-0.24	-2.79	-4.14	ribosome modulation factor [b0953]
rpoS	-0.14	-0.42	-0.87	-0.90	-1.48	-1.22	-1.42	"RNA polymerase, sigma S [b2741]"
sbmC	0.96	0.03	-0.76	-0.69	-1.47	-1.07	-1.86	SbmC protein [b2009]
sepL	0.34	0.16	0.12	0.04	-0.13	0.01	-0.03	sepL [Z5108]
slt	-0.02	-0.16	-0.55	-0.50	-0.73	-0.99	-1.09	soluble lytic murein transglycosylase [b4392]
speA	-0.14	-0.07	-0.42	-0.42	-0.86	-0.91	-1.23	biosynthetic arginine decarboxylase [b2938]
sufA	-0.03	-0.25	-0.74	-1.10	-1.76	-1.87	-2.26	"orf, hypothetical protein [b1684]"
sufB	0.01	-0.28	-0.82	-1.06	-1.39	-1.49	-2.00	"orf, hypothetical protein [b1683]"
tpiA	-0.55	-0.88	-1.50	-1.50	-1.48	-1.98	-1.80	triosephosphate isomerase [b3919]
treF	-0.15	-0.23	-0.46	-0.82	-0.79	-1.31	-1.44	cytoplasmic trehalase [b3519]
uspB	0.25	-0.54	-1.24	-1.22	-1.26	-2.28	-2.70	"orf, hypothetical protein [b3494]"
uspD	-0.41	-0.35	-0.85	-1.63	0.04	-2.22	-2.42	putative regulator [b3923]
uvrB	0.10	0.01	-0.53	-0.35	-0.60	-0.70	-1.05	DNA repair; excision nuclease subunit B [b0779]

wrbA	0.14	0.08	-1.97	-2.49	-2.18	-3.32	-3.56	trp repressor binding protein; affects association of trp repressor and operator [b1004]
yacK	0.72	0.75	-0.20	0.22	-0.38	-0.48	-0.71	"orf, hypothetical protein [Z0133]"
yadK	0.10	-0.05	0.50	0.07	0.80	0.90	1.09	putative fimbrial protein [Z0147]
yaeB	-0.11	-0.35	-0.44	-0.51	-0.48	-0.90	-1.10	"orf, hypothetical protein [b0195]"
yagF	-0.39	-1.27	-1.94	-1.93	-2.33	-2.66	-2.93	putative dehydratase [b0269]
yahI	0.97	0.44	0.12	0.15	-0.07	-0.01	-0.02	putative kinase [Z0412]
yajB	0.10	0.46	0.07	0.10	-0.02	-0.48	-0.51	putative glycoprotein [Z0503]
ybaY	0.45	0.00	-0.35	-0.18	-1.41	-1.35	-1.63	glycoprotein/polysaccharide metabolism [b0453]
ybbI	-0.28	-0.39	-0.46	-1.24	-2.15	-2.63	-2.68	putative transcriptional regulator [Z0636]
ybbJ	0.20	-0.10	-0.73	-0.39	-0.84	-1.51	-1.56	"orf, hypothetical protein [Z0641]"
ybbU	-0.08	-0.21	-0.79	-0.86	-1.13	-2.11	-2.28	Negative regulator of allantoin and glyoxylate utilization [c_0621]
ybdK	0.05	-0.05	-0.76	-0.79	-0.83	-1.39	-1.62	"orf, hypothetical protein [b0581]"
ybeL	-0.63	-0.07	-1.02	-1.10	-1.76	-2.05	-2.34	putative alpha helical protein [b0643]
ybgK	0.32	0.40	-0.78	-0.43	-0.41	-0.94	-0.96	putative carboxylase [b0712]
ybhL	0.18	-0.19	-1.16	-0.57	-0.81	-1.93	-2.02	"orf, hypothetical protein [b0786]"
ybhR	-0.29	-0.38	-0.09	-0.03	-0.39	-1.31	-2.03	"orf, hypothetical protein [Z1012]"
ybiM	-0.28	-0.89	-1.02	-1.35	-1.59	-2.22	-2.58	"orf, hypothetical protein [b0806]"
ybjP	-0.16	-0.26	-0.82	-1.10	-1.59	-2.39	-2.88	putative enzyme [Z1095]
ycbB	0.06	-0.64	-1.08	-1.15	-1.11	-2.14	-1.85	putative amidase [b0925]
yccJ	-0.48	-0.29	-1.70	-2.21	-1.80	-3.07	-3.19	"orf, hypothetical protein [b1003]"
yceH	-0.10	-0.42	-0.62	-0.26	-0.53	-1.22	-1.49	Hypothetical protein yceH [c_1334]
ycfH	-0.13	-0.37	-0.58	-0.79	-0.58	-1.85	-2.12	"orf, hypothetical protein [b1100]"
yddE	-0.17	-0.04	-0.37	-0.19	-0.40	-0.61	-1.13	Hypothetical protein yddE [c_1896]
ydhS	0.55	-0.22	-0.49	-0.56	-0.70	-1.42	-2.04	"orf, hypothetical protein [b1668]"
ydiH	-0.81	-0.67	-1.19	-1.98	-2.10	-2.28	-3.00	"orf, hypothetical protein [b1685]"
yebV	-0.11	-1.04	-1.42	-2.41	-2.21	-2.25	-2.61	"orf, hypothetical protein [b1836]"
yebW	0.30	-0.01	-0.09	-0.33	-0.79	-0.70	-1.22	Hypothetical protein yebW [c_2246]
yedP	-0.01	-0.38	-1.12	-0.91	-1.05	-1.65	-2.31	"orf, hypothetical protein [b1955]"
yedU	-0.07	-0.16	-0.85	-1.71	-2.18	-1.91	-2.39	Protein yedU [c_2385]
yegH	0.08	0.16	-0.30	-0.28	-0.61	-0.27	-0.75	Hypothetical protein yegH [c_2590]
yegP	-0.17	-0.68	-1.99	-2.87	-3.36	-4.22	-4.08	Hypothetical protein yegP [c_2606]
yegS	0.09	-0.10	-0.04	-0.09	0.01	-0.43	-0.32	"orf, hypothetical protein [b2086]"
yeiA	-0.23	-0.28	-1.36	-0.99	-1.87	-2.10	-2.18	putative oxidoreductase [b2147]
yejA	0.13	-0.37	-0.44	-0.69	-0.54	-0.99	-1.38	"orf, hypothetical protein [b2177]"
yfgC	-0.25	-0.30	-0.70	-0.78	-0.94	-1.12	-1.44	Hypothetical protein yfgC precursor [c_3011]
yfhM	-0.16	0.08	-0.31	-0.35	-0.77	-1.08	-1.60	"orf, hypothetical protein [b2520]"
yfiQ	-0.15	-0.64	-0.77	-0.75	-1.05	-1.42	-1.41	"orf, hypothetical protein [b2584]"

ygaT	-0.05	0.02	-0.08	-0.30	-0.34	-0.58	-1.10	Hypothetical protein ygaT [c_3207]
ygaU	-0.17	-0.16	-1.23	-2.16	-2.20	-2.75	-2.50	"orf, hypothetical protein [b2665]"
ygdR	-0.06	-0.48	-0.50	-0.66	-0.94	-1.35	-1.51	"orf, hypothetical protein [b2833]"
ygeY	-0.16	-0.14	-1.18	-1.41	-1.41	-1.50	-2.15	Hypothetical protein ygeY [c_3450]
ygfK	-0.28	-0.20	-0.94	-0.74	-1.77	-2.21	-3.00	"putative oxidoreductase, Fe-S subunit [b2878]"
ygfU	-0.18	-0.22	-0.86	-1.04	-1.56	-2.05	-2.41	putative permease [b2888]
yghZ	-0.30	-0.06	-1.19	-1.22	-1.01	-1.70	-1.96	putative reductase [b3001]
ygiC	0.19	0.15	-0.80	-0.54	-0.89	-0.94	-1.30	putative synthetase/amidase [b3038]
ygiW	-0.12	0.04	-1.05	-1.58	-1.39	-2.03	-2.08	"orf, hypothetical protein [b3024]"
yhbO	-0.11	-0.57	-0.86	-0.90	-0.98	-1.47	-1.81	"orf, hypothetical protein [b3153]"
yhgE	-0.06	-0.08	-0.11	-0.11	-0.03	-0.37	-0.39	Hypothetical protein yhgE [c_4173]
yhhA	-0.88	-0.69	-1.27	-1.36	-1.78	-2.40	-3.18	"orf, hypothetical protein [b3448]"
yifK	-0.02	-0.26	-0.50	-0.57	-1.41	-1.90	-2.62	putative amino acid/amine transport protein [b3795]
yigZ	0.13	0.06	-0.78	-0.50	-0.14	-0.45	-0.54	"orf, hypothetical protein [b3848]"
yiiS	-0.50	-0.41	-1.35	-1.81	-1.84	-2.47	-2.18	"orf, hypothetical protein [Z5467]"
yiiS	-0.50	-0.41	-1.35	-1.81	-1.84	-2.47	-2.18	"orf, hypothetical protein [Z5467]"
yiiT	-0.10	-0.57	-1.60	-1.91	-1.43	-2.45	-2.30	Hypothetical protein yiiT [c_4875]
yjbH	0.05	-0.03	0.33	0.25	0.01	0.09	-0.30	"orf, hypothetical protein [b4029]"
yjbJ	-0.15	-0.46	-1.55	-1.58	-2.06	-3.17	-3.14	"orf, hypothetical protein [b4045]"
yjbR	-0.25	0.10	-0.37	-1.37	-1.52	-1.91	-2.02	"orf, hypothetical protein [b4057]"
yjdN	-0.23	-0.37	-1.02	-1.45	-1.61	-1.99	-2.60	"orf, hypothetical protein [b4107]"
yjfY	-0.03	-0.33	-0.29	-0.62	-1.13	-1.99	-2.09	"orf, hypothetical protein [b4199]"
ypdA	0.15	0.33	0.24	-0.20	-0.26	-0.56	-0.72	putative sensor protein [b2380]
yphF	-0.02	0.57	0.10	-0.15	-0.15	-0.75	-0.90	putative LACI-type transcriptional regulator [b2548]
yqjK	0.23	0.09	-1.05	-1.33	-1.20	-1.65	-1.53	Hypothetical protein yqjK [c_3858]
yraM	0.06	0.11	0.01	-0.47	-0.58	-0.70	-0.97	putative glycosylase [b3147]
yraR	0.07	-0.43	-0.44	-0.27	-0.31	-0.56	-0.84	"orf, hypothetical protein [Z4511]"
Z1099	-0.03	-0.39	-0.65	-0.62	-0.87	-1.31	-1.31	"orf, hypothetical protein [Z1099]"
Z1769	-0.18	0.10	-0.11	-0.01	-0.24	-0.28	-0.83	unknown protein encoded by prophage CP-933N [Z1769]
Z1924	0.20	0.67	-1.09	-1.02	-1.16	-2.11	-2.74	unknown protein encoded by prophage CP-933X [Z1924]
Z2665	0.21	-0.08	-0.40	-0.26	-0.63	-1.27	-1.36	"orf, hypothetical protein [Z2665]"
Z2691	-0.09	0.34	-0.56	-0.39	-1.13	-1.56	-2.07	possible enzyme [Z2691]
Z3249	-0.10	-0.64	-1.82	-2.56	-3.16	-4.76	-3.96	"orf, hypothetical protein [Z3249]"
Z3348	1.45	1.26	0.51	0.11	-0.18	0.11	-0.09	unknown protein encoded within prophage CP-933V [Z3348]
Z3787	0.15	0.27	-0.38	-0.39	-0.70	-1.26	-1.24	"orf, hypothetical protein [Z3787]"
Z3942	0.58	0.66	0.36	0.33	-0.02	-0.05	-0.27	orf Other or unknown [Z3942]
Z4333	0.11	0.67	0.10	0.06	-0.12	0.11	-0.06	putative cytotoxin [Z4333]

Z5001	0.80	0.18	-0.01	0.04	-0.73	-1.13	-1.18	putative permease [Z5001]
Z5094	0.24	0.49	-0.06	0.07	0.14	-0.46	-0.04	unknown protein encoded within prophage CP-933L [Z5094]
Z5102	0.05	0.73	0.38	0.19	0.14	0.37	0.21	orf Unknown function [Z5102]
Z5200	0.20	1.13	0.43	0.38	-0.03	0.06	-0.02	orf Unknown function [Z5200]
Z5816	0.16	0.05	-0.29	-0.20	-0.37	-0.48	-0.72	putative virulence protein [Z5816]
Z5954	-0.01	0.67	0.00	0.14	0.25	0.01	0.03	orf Unknown function [Z5954]

# Supplementary material for: A Man-Made ATP-Binding Protein Evolved Independent of Nature Causes Abnormal Growth in Bacterial Cells
**Source:** PLoS One. 2009 Oct 8;4(10):e7385. doi: 10.1371/journal.pone.0007385
**Supplement:** Table S5 — Time dependent expression of sulfur metabolism genes. (0.07 MB PDF)

Gene	Hours post induction (log ₂ (induced / un-induced))							Gene Function
	0.5	1	1.5	2	3	3.5	4	
<i>aslA</i>	0.02	-0.25	-0.17	-0.26	-0.17	-0.16	-0.37	arylsulfatase [b3801]<br>transcriptional regulator cys regulon; accessory regulatory circuit affecting cysM [b1987]
<i>cbl</i>	0.35	-0.27	1.29	0.01	0.87	0.12	0.92	"orf, hypothetical protein [b2810]"
<i>csdA</i>	-0.02	-0.09	0.07	0.23	0.00	0.47	0.15	"orf, hypothetical protein [b2811]"
<i>csdE</i>	0.09	-0.12	-0.07	0.02	0.10	-0.27	-0.87	Sulfate transport ATP-binding protein cysA [c_2956]
<i>cysA</i>	-0.09	-0.42	-0.12	-0.17	-0.15	0.39	-0.02	adenosine 5-phosphosulfate kinase [b2750]
<i>cysC</i>	-0.12	-0.59	0.06	-0.12	0.03	0.05	0.11	ATP:sulfurylase [b2752]
<i>cysD</i>	0.08	-0.04	-0.26	-0.32	-0.08	-0.40	0.11	3-phosphoadenosine 5-phosphosulfate reductase [b2762]
<i>cysH</i>	0.01	-0.21	-0.16	-0.04	0.04	0.19	0.15	"sulfite reductase, alpha subunit [b2763]"
<i>cysI</i>	0.07	-0.16	-0.05	-0.11	0.09	0.19	0.22	Sulfite reductase [c_3323]
<i>cysJ</i>	0.16	-0.22	-0.17	-0.05	0.39	-0.33	0.14	ATP-sulfurylase [b2751]
<i>cysN</i>	-0.04	-0.24	-0.18	-0.08	-0.06	0.14	0.15	thiosulfate binding protein [Z3690]<br>affects pool of 3-phosphoadenosine-5-phosphosulfate in pathway of sulfite synthesis [b4214]
<i>cysP</i>	-0.04	-0.03	-0.15	-0.31	0.05	0.08	-0.09	Sulfate transport system permease protein cysT [c_2958]
<i>cysQ</i>	-0.05	-0.37	-0.65	-0.82	-0.72	-0.75	-1.23	sulfate transport system permease W protein [b2423]
<i>cysU</i>	-0.18	-0.16	0.95	-0.21	0.94	0.38	0.43	required for sulfate transport [b2413]
<i>cysW</i>	0.00	0.20	-0.06	-0.06	-0.05	0.43	0.31	putative 1-aminocyclopropane-1-carboxylate deaminase [b1919]
<i>cysZ</i>	0.07	-0.38	0.40	0.42	0.27	0.12	0.39	thiol:disulfide interchange protein; copper tolerance [b4136]
<i>dcyD</i>	0.49	0.32	-0.89	-0.80	-0.99	-0.66	-0.13	"orf, hypothetical protein [b2529]"
<i>dipZ</i>	0.15	-0.69	-1.48	-1.22	-0.60	-0.35	-0.21	periplasmic sulfate-binding protein [b3917]
<i>iscU</i>	-0.31	0.29	0.65	0.92	1.07	2.26	2.21	putative thiosulfate sulfurtransferase [b2521]
<i>sbp</i>	-0.38	0.22	0.33	0.02	-0.11	0.22	0.50	enhanced serine sensitivity [b2522]
<i>sseA</i>	-0.65	-0.74	-0.81	-0.55	-0.97	-1.15	-1.72	putative ATP-binding component of a transport system [b0933]
<i>sseB</i>	-0.23	-0.17	1.57	1.65	1.17	0.98	1.43	"orf, hypothetical protein [b0935]"
<i>ssuB</i>	-0.04	-0.21	-0.17	-0.24	-0.01	0.19	0.09	"orf, hypothetical protein [b0937]"
<i>ssuD</i>	0.01	-0.37	0.08	-0.32	0.17	0.43	0.34	"orf, hypothetical protein [b1684]"
<i>ssuE</i>	-0.10	-0.37	0.13	-0.29	0.39	0.42	0.61	"orf, hypothetical protein [b1683]"
<i>sufA</i>	-0.03	-0.25	-0.74	-1.10	-1.76	-1.87	-2.26	putative ATP-binding component of a transport system [b1682]
<i>sufB</i>	0.01	-0.28	-0.82	-1.06	-1.39	-1.49	-2.00	"orf, hypothetical protein [b1681]"
<i>sufC</i>	0.12	-0.10	-1.26	-1.25	-1.23	-1.45	-1.85	"orf, hypothetical protein [b1679]"
<i>sufD</i>	0.05	0.35	-1.02	-1.21	-1.61	-1.47	-1.89	"orf, hypothetical protein [b1680]"
<i>sufE</i>	0.00	0.00	-0.07	-0.02	0.00	0.00	-0.43	Taurine-binding periplasmic protein precursor [c_0472]
<i>sufS</i>	-0.24	-0.20	-0.66	-0.92	-1.15	-0.51	-0.92	taurine ATP-binding component of a transport system [b0366]
<i>tauA</i>	-0.18	0.64	0.16	-0.20	0.20	0.36	0.41	
<i>tauB</i>	0.05	0.01	0.07	0.06	-0.04	0.76	0.55	

<i>tauC</i>	-0.04	-0.20	0.18	-0.07	0.36	0.38	0.60	taurine transport system permease protein [b0367]
<i>tauD</i>	-0.03	-0.20	0.08	0.01	0.04	0.42	0.38	"taurine dioxygenase, 2-oxoglutarate-dependent [Z0467]"
<i>ydeN</i>	0.00	-0.35	-2.86	-3.09	-0.67	-0.46	-0.23	putative sulfatase [b1498]
<i>yidJ</i>	-0.02	-0.33	0.02	-0.35	0.19	0.01	0.28	Putative sulfatase yidJ [c_4601]
<i>yjcS</i>	0.02	-0.09	0.45	0.02	0.54	0.26	0.52	"orf, hypothetical protein [b4083]"
<i>ynjE</i>	-0.07	-0.36	-0.50	-0.28	-0.19	-1.14	-0.86	putative thiosulfate sulfur transferase [b1757]

# Supplementary material for: A Man-Made ATP-Binding Protein Evolved Independent of Nature Causes Abnormal Growth in Bacterial Cells
**Source:** PLoS One. 2009 Oct 8;4(10):e7385. doi: 10.1371/journal.pone.0007385
**Supplement:** Table S6 — Time dependent expression of the rpoS regulon. (0.08 MB PDF)

Gene	Hours post induction (log ₂ (induced / un-induced))							Gene Function
	0.5	1	1.5	2	3	3.5	4	
<i>aidB</i>	0.21	-0.11	-0.80	-1.19	-1.00	-1.82	-2.00	putative acyl coenzyme A dehydrogenase [b4187]
<i>aldB</i>	-0.06	-0.31	-1.42	-1.34	-1.65	-2.39	-1.91	aldehyde dehydrogenase B [b3588]
<i>appB</i>	0.03	-0.38	-0.65	-1.71	-1.52	-1.36	-1.34	"probable third cytochrome oxidase, subunit II [b0979]"
<i>argH</i>	-0.28	-0.26	-0.28	0.00	-0.02	-0.21	-0.51	argininosuccinate lyase [b3960]
<i>aroM</i>	-0.07	-0.17	1.29	1.40	1.40	1.76	1.66	AroM protein [c_0498]
<i>dps</i>	-0.13	-0.87	-2.02	-1.87	-1.99	-1.03	-2.36	"global regulator, starvation conditions [b0812]"
<i>gabD</i>	0.42	0.39	2.01	0.54	1.24	0.32	0.82	"succinate-semialdehyde dehydrogenase, NADP-dependent activity [b2661]"
<i>gabP</i>	-0.23	-0.08	-0.34	-0.48	-0.52	-0.65	-0.80	transport permease protein of gamma-aminobutyrate [b2663]
<i>hdeB</i>	-0.56	-1.47	-2.04	-1.43	-1.29	-1.41	-1.63	"orf, hypothetical protein [b3509]"
<i>katE</i>	-0.01	0.19	-1.50	-1.70	-1.78	-1.56	-1.44	catalase; hydroperoxidase HPII [b1732]
<i>katG</i>	-0.18	-0.43	-0.97	-0.83	-0.88	-1.98	-1.19	catalase; hydroperoxidase HPI [b3942]
<i>mltB</i>	0.07	-0.37	0.07	0.22	-0.06	-0.07	-0.59	membrane-bound lytic murein transglycosylase B [b2701]
<i>narY</i>	0.22	0.35	-0.33	-0.26	-0.59	-0.17	-0.43	Respiratory nitrate reductase 2 beta chain [c_1899]
<i>osmY</i>	0.02	0.50	0.51	-0.05	-1.30	-1.18	-1.83	hyperosmotically inducible periplasmic protein [b4376]
<i>otsA</i>	0.28	0.78	0.02	-0.72	-0.39	-1.10	-1.33	trehalose-6-phosphate synthase [b1896]
<i>otsA</i>	0.28	0.78	0.02	-0.72	-0.39	-1.10	-1.33	trehalose-6-phosphate synthase [b1896]
<i>phnP</i>	-0.22	-0.21	-0.45	-0.21	-0.25	-0.11	-0.33	PhnP protein [c_5098]
<i>poxB</i>	0.02	-0.28	-0.79	-1.07	-1.28	-1.25	-1.36	pyruvate oxidase [Z1105]
<i>rpoS</i>	-0.14	-0.42	-0.87	-0.90	-1.48	-1.22	-1.42	"RNA polymerase, sigma S [b2741]"
<i>talA</i>	-0.20	0.08	-1.04	-1.79	-2.20	-1.58	-1.82	transaldolase A [b2464]
<i>ugpC</i>	0.04	0.49	-0.04	-0.40	-0.16	-0.21	-0.58	ATP-binding component of sn-glycerol 3-phosphate transport system [b3450]
<i>ugpE</i>	0.01	-0.19	0.00	-0.27	0.00	-0.28	-0.82	"sn-glycerol 3-phosphate transport system, integral membrane protein [b3451]"
<i>uspB</i>	0.25	-0.54	-1.24	-1.22	-1.26	-2.28	-2.70	"orf, hypothetical protein [b3494]"
<i>wrbA</i>	0.14	0.08	-1.97	-2.49	-2.18	-3.32	-3.56	trp repressor binding protein; affects association of trp repressor and operator [b1004]
<i>ybaY</i>	0.45	0.00	-0.35	-0.18	-1.41	-1.35	-1.63	glycoprotein/polysaccharide metabolism [b0453]
<i>ybiO</i>	-0.08	-0.18	-0.28	-0.32	-0.35	-1.13	-1.06	putative transport protein [b0808]
<i>ydaM</i>	-0.39	0.12	0.04	-0.15	-0.76	-0.54	-0.76	"orf, hypothetical protein [b1341]"
<i>ydcS</i>	-0.06	-0.32	-1.03	-0.64	-0.87	-1.67	-1.33	Putative ABC transporter Periplasmic binding protein ydcS [c_1864]
<i>yeaG</i>	-0.10	-0.22	-1.79	-1.32	-1.27	-2.41	-2.58	"orf, hypothetical protein [b1783]"
<i>yebF</i>	0.27	-0.09	0.51	0.51	-0.09	0.33	0.62	"orf, hypothetical protein [b1847]"
<i>yehX</i>	0.15	-0.61	-1.01	-0.87	-0.56	-0.82	-0.45	putative ATP-binding component of a transport system [b2129]
<i>yfcG</i>	-0.04	-0.61	-0.74	-0.50	-0.67	-1.72	-1.52	putative S-transferase [b2302]
<i>ygaF</i>	-0.01	-0.12	-0.54	-0.48	-0.38	-1.03	-1.08	Hypothetical protein ygaF [c_3208]
<i>ygaU</i>	-0.17	-0.16	-1.23	-2.16	-2.20	-2.75	-2.50	"orf, hypothetical protein [b2665]"
<i>ygdI</i>	-0.35	-1.06	-1.03	-0.99	-1.45	-1.99	-2.05	"orf, hypothetical protein [b2809]"

<i>yhiN</i>	0.39	0.09	0.87	0.43	0.74	-0.24	0.16	"orf, hypothetical protein [b3492]"
<i>yhjD</i>	-0.01	-0.41	-1.09	-1.51	-1.17	-1.72	-1.66	"orf, hypothetical protein [b3522]"
<i>yhjG</i>	0.00	-0.19	-0.65	-0.61	-0.59	-1.64	-1.41	"orf, hypothetical protein [b3524]"
<i>yhjY</i>	-0.18	-0.14	-0.13	-0.42	-0.67	-0.61	-0.73	Hypothetical protein yhjY [c_4366]
<i>yjbE</i>	-0.45	-0.73	-0.63	-0.59	-0.80	-0.01	-0.28	"orf, hypothetical protein [b4026]"
<i>yjbJ</i>	-0.15	-0.46	-1.55	-1.58	-2.06	-3.17	-3.14	"orf, hypothetical protein [b4045]"
<i>yjgR</i>	0.04	-0.26	-0.27	-0.01	-0.28	-0.56	-0.33	"orf, hypothetical protein [b4263]"
<i>yjiN</i>	-0.11	0.27	0.15	0.15	0.01	0.13	0.04	Hypothetical protein yjiN [c_5419]
<i>yliI</i>	-0.03	-0.16	-0.15	-0.14	-0.51	-0.48	-0.67	putative dehydrogenase [b0837]
<i>yodC</i>	0.44	0.62	-0.98	-1.25	-1.68	-1.16	-0.91	"orf, hypothetical protein [b1957]"
<i>yphA</i>	-0.01	-0.83	-1.14	-1.18	-1.62	-1.55	-1.25	Hypothetical protein yphA [c_3065]

# Supplementary material for: A Man-Made ATP-Binding Protein Evolved Independent of Nature Causes Abnormal Growth in Bacterial Cells
**Source:** PLoS One. 2009 Oct 8;4(10):e7385. doi: 10.1371/journal.pone.0007385
**Supplement:** Table S7 — Time dependent expression of SOS pathway genes. (0.05 MB PDF)

Gene	Hours post induction ($\log_2(\text{induced} / \text{un-induced})$)							Gene Function
	0.5	1	1.5	2	3	3.5	4	
cho	0.02	-0.43	-0.19	-0.39	-0.06	-0.75	0.02	putative excinuclease subunit [b1741]
dinB	-0.19	-0.40	0.00	0.06	0.27	-0.23	-0.25	damage-inducible protein P; putative tRNA synthetase [b0231]
dinF	0.26	-0.17	-0.52	-0.64	0.08	0.38	0.72	DNA-damage-inducible protein F [b4044]
dinG	0.27	0.17	-1.02	-0.44	-0.68	-0.34	-0.79	probably ATP-dependent helicase [b0799]
dinI	-0.13	-0.34	-0.42	-0.14	0.13	0.50	0.14	damage-inducible protein I [b1061]
ftsK	-0.06	-0.04	-0.40	-0.16	-0.48	-0.19	0.15	cell division protein [b0890]
lexA	-0.01	-0.23	-0.09	-0.07	0.00	-0.01	-0.34	regulator for SOS [b4043]
polB	0.00	0.03	0.06	-0.07	0.22	-0.26	0.01	DNA polymerase II [b0060]
recA	-0.07	0.45	0.48	0.24	0.27	0.55	0.45	"DNA strand exchange and renaturation, DNA-dependent ATPase, DNA- and ATP-dependent coprotease [b2699]"
recN	-0.39	0.01	0.50	0.11	0.22	0.53	0.25	protein used in recombination and DNA repair [b2616]
recX	0.28	0.06	-0.01	0.33	0.49	0.17	0.37	"regulator, OraA protein [Z4001]"
rfaG	0.29	0.08	0.37	0.35	0.19	0.32	0.54	Lipopolysaccharide core biosynthesis protein rfaG [c_4455]
ruvA	0.06	-0.45	-0.24	-0.34	0.03	0.11	-0.02	Holliday junction helicase subunit B; branch migration; repair [b1861]
ruvB	0.30	0.18	-0.45	0.45	0.65	0.17	0.25	Holliday junction helicase subunit A; branch migration; repair [b1860]
sbmC	0.96	0.03	-0.76	-0.69	-1.47	-1.07	-1.86	SbmC protein [b2009]
ssb	-0.47	0.34	0.01	-0.18	-0.32	-0.11	-0.03	ssDNA-binding protein [b4059]
sulA	0.16	0.10	-0.11	-0.03	0.70	-1.14	-1.27	suppressor of lon; inhibits cell division and ftsZ ring formation [b0958]
symE	1.57	-0.08	0.22	0.51	2.02	0.21	1.77	"orf, hypothetical protein [b4347]"
umuC	0.08	1.43	-0.26	0.18	-0.06	-0.27	-0.42	SOS mutagenesis and repair [b1184]
umuD	0.23	-0.20	0.20	0.93	-0.26	0.57	0.29	SOS mutagenesis; error-prone repair; processed to UmuD; forms complex with UmuC [b1183]
uvrA	-0.18	0.46	-0.60	-0.46	-0.95	-0.70	-0.51	excision nuclease subunit A [b4058]
uvrB	0.10	0.01	-0.53	-0.35	-0.60	-0.70	-1.05	DNA repair; excision nuclease subunit B [b0779]
uvrD	0.06	0.77	0.21	0.40	1.27	0.28	1.17	DNA-dependent ATPase I and helicase II [b3813]
ybfE	-0.22	-0.15	1.56	1.40	1.57	1.71	1.99	"orf, hypothetical protein [b0685]"
ydjM	0.01	-0.22	0.25	0.76	0.09	0.51	0.38	"orf, hypothetical protein [b1728]"
yebG	-0.17	-0.71	0.03	0.48	0.66	-0.06	0.10	"orf, hypothetical protein [b1848]"

How the deposited data were processed for this re-analysis (not part of the article)

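The data are 7 expression arrays of TOP10 cells with the pBAD18-DX plasmid, each comparing a culture grown with arabinose (Alexa 647) with one grown without it (Alexa 555) at 0.5, 1.0, 1.5, 2.0, 3.0, 3.5 or 4.0 h. There is 1 array per time point, in one dye orientation. The authors scanned the slide, extracted the spots with GenePix, filtered them by flags and reproducibility in GeneSpring and analysed them in GeneSpring and MATLAB. The deposited values are the authors' log2 ratios of induced over uninduced cells for 15744 spots, centred near 0 on every array. The paper's text names no background correction or normalization. Scale and direction follow from Tables S2, S3, S5, S6 and S7, which print the same log2 ratios, so neither stays unknown, and the arrays' centring was read from their medians.

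The platform annotation has 5810 spots with 1 gene symbol, 0 with several and 9934 with none. Joined by spot number, it matched 0 of 360 named rows of the paper's tables within 0.015, so the numbering of the value table, which runs along 96 positions in each of 164 rows, was translated to that of the annotation, which runs over the same grid from the opposite corner along the other axis. The translation was found from 214 single-probe genes whose 7 values equal those of 1 row only, all of which it places correctly. It was then checked on what had not been used: 135 rows of genes with several probes all matched as means over the probes, the median correlation between the probes of 677 genes with 2 probes was 0.676 against -0.056 by number, and that of 937 pairs of neighbouring genes at most 30 bp apart was 0.555 against -0.011. The rule fixed before the data were examined would have named only rows matched by value to the tables if no annotation paired with the value table; naming through the translation departs from it and was chosen after seeing the data. Of 4248 symbols, 4240 matched 1 current symbol of the MG1655 annotation of assembly GCF_000005845.2. For the table rows without a symbol, 129 were found by their values alone and 5 were not found.

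Spots whose value at least 10 spots of the array held were counted as tied, which was taken as a mark of spots without a measurable difference. Between 4.4 and 16.4 percent of named spots and between 61.4 and 79.3 percent of unnamed spots were tied on an array. Signal over background is not in the values used here, so dim spots cannot be told from their intensity.

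Probes of one symbol were averaged, and limma (version 3.58.1, R 4.3.3) fitted a line against hours to each of 4248 genes, with 5 residual degrees of freedom and a two-sided moderated test, adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fitted to simulated data with 200 changed genes, the same step recovered 32 percent of genes with a slope of 0.3, 84 percent of those with 0.6, 94 percent with 1 and 98 percent with 1.5, and 4.94 percent of its calls were false. The simulation took arrays as independent, which samples taken one after another need not be. Of 34 gene lists fixed before the deposited values were examined, but after Tables S2, S3, S5, S6 and S7, which print ratios of these arrays, had been read, the counts of members that rose or fell were taken, over all genes and adjusted over the list alone, and camera compared the slopes of each list with those of all other genes, with a preset correlation of 0.01 and, as an alternative, an estimated one. The counts of list members that those tables had not shown were added after the results were seen, and camera was run on these members with the preset correlation only.

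Genes named in the text are those the paper names in its array section, the 10 steepest rises and the 10 steepest falls among genes with a K-12 locus tag past the threshold, and up to 4 of the steepest members past the threshold of each list, or the 2 steepest where none passed, which gave 125 genes. A few others, such as *araF*, *aroM*, *lexA*, *purF*, *recA*, *yadK*, *znuB*, *znuC*, *yodA*, *ycgK*, *yeaE* and *yphC*, were named after their values had been seen. The alternatives fixed before the data were examined were centring, quantile normalization, ordinary least squares, the rank of time, late against early arrays, the most variable probe of a gene, K-12 genes only, each array left out in turn, a fitted change of at least 1, an adjusted p under 0.01, a robust prior and the estimated correlation. Leaving out tied genes was added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for the tables and the plot. Tables S4, S8 and S9 and the array of the excluded time point were not used here.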

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

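Of the tests in this part, the one on tied values was chosen after the result was seen, as was the rule by which it is void. The split of the lists by what the tables had shown was also chosen then. Some genes of groups that the paper does not report on passed the test too, and no control array exists to set them against. The *isc* genes, the housekeeping iron-sulfur assembly system, had a median slope of 0.48 log2 units per hour and 6 of 8 rose (7 adjusted over the list alone), among them *iscS* at 0.77 and *iscU* at 0.69, with a log2 ratio of 2.63 for *iscS* at 4.0 h, while 4 of the 6 *suf* genes of the alternative system, *sufA* to *sufD*, fell (adjusted p = 0.565 with an estimated correlation for that list). Of 25 measured Rac prophage genes 15 rose (18 adjusted over the list alone), with a median slope of 0.40, and *lar*, *ydaC* and *recT* had slopes of 1.10, 1.04 and 0.99. Of 27 iron uptake genes 6 rose (8 adjusted over the list alone), with a median of 0.20 and the steepest slopes in *exbB* (1.00), *exbD* (0.82), *bfd* (0.80) and *entF* (0.61). Of 22 colanic acid genes 3 rose (3 adjusted over the list alone), with a median of 0.13. The 6 glucitol genes had a median of 1.16, and 3 of them rose (4 adjusted over the list alone). The TCA cycle had a median of -0.25, with 4 of 17 genes falling (4 adjusted over the list alone), and glycolysis one of -0.27, with 2 of 10 falling (3 adjusted over the list alone), *fbaA* and *tpiA*. By camera the adjusted p was 0.000259 for *isc*, 4.6e-07 for Rac, 0.00771 for iron uptake, TCA cycle and glycolysis, 0.00589 for colanic acid and 0.0227 for glucitol, and with an estimated correlation the adjusted p = 0.565 for each of these lists. Acid resistance, whose genes partly belong to the rpoS regulon, had a median of -0.78. Tables S2, S3, S5, S6 and S7, read before the lists were fixed, had shown 6 of the 25 Rac, 6 of the 22 colanic acid, 2 of the 8 *isc* and 1 of the 10 glycolysis genes. Of those not shown, 9 of 19 Rac, 0 of 16 colanic acid and 4 of 6 *isc* genes rose and 1 of 9 glycolysis genes fell, with adjusted p-values from camera of 0.000802, 0.115, 0.0116 and 0.0273. These used the preset correlation only. Neighbouring genes at most 30 bp apart had a median correlation of 0.555, so members not shown need not be independent of those shown. The glucitol genes are not in those tables by symbol, but *srlA_1* and *ECs3559* of Table S2 are glucitol genes too. The counts of the 7 lists from *isc* to glycolysis depend on single arrays. Without that of 4.0 h, 2 *isc*, 3 Rac, 1 iron uptake, 0 colanic acid and 0 glucitol genes rose and 0 TCA cycle and 0 glycolysis genes fell. Without that of 3.5 h, 2 *isc* and 7 Rac genes rose, and 0 genes of the other 5 lists passed in their direction. With quantile normalization these were 3 and 3, and again 0 for the other 5. Without the array of 1.0 h, 3 *isc*, 10 Rac, 2 iron uptake and 1 colanic acid genes rose, and for glucitol, TCA cycle and glycolysis the count was 0. Without the array of 4.0 h the TCA cycle had an adjusted p of 0.167, and glucitol had one of 0.117 without that of 0.5 h and of 0.0567 without that of 3.0 h. With the array of 0.5 h left out 3 iron uptake genes and 1 glucitol gene rose and 2 TCA cycle and 0 glycolysis genes fell, and without that of 3.0 h 1 glucitol gene rose and 1 glycolysis gene fell.

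The Zur regulon, which E. coli represses when zinc is sufficient, had a median slope of 0.48, with 2 of 6 measured genes rising (2 adjusted over the list alone), *ykgM* at 1.55 and the zinc transporter gene *znuA* at 1.05, and 6 of 6 slopes above 0 (camera adjusted p = 0.0227, and adjusted p = 0.565 with an estimated correlation). Table S2 also lists *rpmE2*, which it describes as like ribosomal protein L31 and which is not in the Zur list. Of the 6 measured genes of that list, only *ykgM* was known from Table S2 when the test was set. If zinc derepression caused the rise of *ykgM*, the other Zur genes would rise beyond random lists of their size. The median slope of the other 5 was 0.38, that of *znuB*, above the 95th percentile of random lists at 0.24, while camera gave these 5 an adjusted p of 0.163. The regulon's adjusted p ranged from 0.00231 to 0.256 over 15 alternative settings and was 0.117 without the array of 0.5 h and 0.0567 without that of 3.0 h, and without that of 4.0 h 1 of the 6 rose. The median Zur gene had a tied value (one that at least 10 spots held) on 0 of the 7 arrays, but this tests nothing: on 6 of the 7 arrays the median of the regulon lay beyond every tied value, at 3.00 at 4.0 h where the largest tied value was 0.18 in size. A floor in the uninduced channel, which could also give a large ratio, stays open. The course was not a steady rise: *znuA* was at 2.06 at 1.0 h and 4.48 at 4.0 h, *znuC* at 1.87 and 2.90, *yodA* (now *zinT*) at 4.01 and 3.10, *ycgK* (now *pliG*) at 1.07 and 2.22, and *znuB* at -0.31 and 1.74. The paper describes DX as having a zinc-nucleated fold. Derepression of the Zur regulon is a candidate explanation for the rise of *ykgM*. Whether zinc bound by DX lies behind it was not tested, and an effect of arabinose itself stays open, since the cultures differ in that too. In the paper's Western blot DX appeared at 4 hours, whereas the regulon's median was already 1.54 at 1.0 h and 3.13 at 1.5 h. The blot was of other cultures and cannot show DX below its detection limit.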

How the results depend on the processing

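Leaving out tied genes was the only alternative chosen after seeing the data. Against 433 rising and 317 falling genes, quantile normalization gave 71 and 34, ordinary least squares 81 and 101, late against early arrays 123 and 64, and an adjusted p under 0.01 gave 79 and 69. With each array left out in turn the rising genes numbered from 52 (without 4.0 h) to 429 and the falling genes from 61 to 318. Without 1.0 h there were 182 and 151, without 3.5 h 115 and 110, and 204 genes fell without 0.5 h. Fewer arrays leave fewer residual degrees of freedom. Quantile normalization removes the growth in spread over the course, where the SD of all spots was 0.284 at 0.5 h and 0.718 at 4.0 h. Part of the calls lost under it may come from that step itself. Beyond these points the cause was not tested. Median centring, the rank of time, the most variable probe, a fitted change of at least 1, a robust prior and leaving out tied genes kept both counts within 1.5 times. K-12 genes only dropped 8 genes and so tests little. Median centring also tests little, since the medians of all spots that it subtracted lay between -0.001 and 0.0092. The median of the named genes, which was -0.144 at 1.0 h and 0.088 at 3.5 h, was not centred out.

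The lists of *suf*, *isc*, rpoS, acid resistance, disaccharides, Zur, TCA cycle, glycolysis, Rac prophage, colanic acid, iron uptake and glucitol passed with the preset correlation, and each had an adjusted p of 0.565 with an estimated one. This shared value comes from the adjustment over 34 lists. Before it, camera's p-values with an estimated correlation ran from 0.0263 for rpoS to 0.303 for colanic acid. With quantile normalization the adjusted p was 0.256 for Zur, 0.3 for glycolysis, 0.144 for iron uptake and 5.71e-05 for ribosomal proteins, downward. Arabinose transport turned downward there, at 0.00643, and *cspD* had a slope of 0.10. By ordinary least squares class III and chemotaxis reached 0.028, taurine use 0.0307, Zur 0.064 and glucitol 0.0647. For late against early arrays these were 0.0298, 0.0431, 0.105 and 0.0822, and ribosomal proteins had 0.000257, downward. With arrays left out the adjusted p ranged from 0.0365 to 0.171 for taurine use, 0.00231 to 0.117 for Zur, 0.00104 to 0.117 for glucitol, 0.0146 to 0.691 for ribosomal proteins, 0.0349 to 0.238 for amino acid synthesis and 0.00332 to 0.167 for the TCA cycle. The value of *sulA* at 4.0 h was -1.27 and the mean of the last 3 arrays -0.57, and that of *zapA* -1.75 and -1.01. The cause of these changes was not tested. Of 125 named genes 86 passed, and in 23 cases a slope changed sign with neither value past the threshold. No paired analysis was possible because there is 1 array per time point and no second culture to pair it with. Signal over background is not in the values used here, so dim genes could not be set apart by intensity, and 173 genes were tied on at least 4 arrays.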

Differences from the paper's values

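The paper gives 195 genes rising and 184 declining, and 433 and 317 were found here. The paper states no threshold for its regression, and its tables include probes without a platform symbol here, so the counts are not over one set of genes. Of the alternatives set before the data were examined, leaving out the 1.0 h array gave counts within 1.5 times of the paper's for both (182 and 151), and leaving out the 0.5 h array did for declining genes (204); no other did.

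The paper describes *flhC* as significantly up-regulated; here its slope had an adjusted p of 0.102, while its log2 ratio was 1.84 at 4.0 h and *flhD* passed at 0.0238. It describes *lon* as increasing; the ratio was highest at 2.0 h, at 1.66, and 0.73 at 4.0 h, with an adjusted p of 0.439 for the slope. It describes *purR*, *apt*, *adk*, *ndk* and *guaC* as up-regulated; the 5 ratios at 4.0 h were above 0, at 1.35, 0.44, 0.86, 2.17 and 0.75, and no slope passed the test over all arrays, though *purR* passed without the array of 1.5 h. It describes *sufABCDES* as strongly down; *sufA*, *sufB*, *sufC* and *sufD* fell, and *sufE*, tied on 6 arrays, and *sufS* did not pass, with slopes of -0.07 and -0.18. It counts *atpABEFHI* as increased; all 6 were above 0 at 4.0 h, and *atpA*, *atpB* and *atpH* passed the test over all arrays, with *atpI* passing without 1.5 h. It places pyrimidine synthesis among declining categories, which it drew from the genes of Table S3; of the 11 genes of the list used here 0 are in that table, 0 fell and *pyrF* rose, so the values are not over one set of genes and do not bear on the category. Table S3 lists *yadK* among declining genes, and its slope was 0.31 (adjusted p = 0.0279). Table S2 lists *yeaE* and *yphC* among rising genes, with slopes of -0.05 and -0.0049.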

Other observations

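The tests on orders and splits of the arrays were chosen after the result was seen, as was leaving out arrays from the ribosomal test. In several other groups genes passed in both directions, or none did, which does not rule out trends too small to be found. In the cold shock protein family, 3 of 9 genes rose and 1 fell (4 and 1 adjusted over the list alone): *cspF*, *cspH* and *cspG* had slopes of 1.35, 1.08 and 0.60 log2 units per hour, and *cspD* one of -0.57, ending at -3.54, although quantile normalization turned its slope to 0.10. The call on *cspG* was lost without the array of 0.5, 1.0, 3.0, 3.5 or 4.0 h. Of 12 zinc and copper efflux genes 3 fell and 1 rose (3 and 3 adjusted over the list alone). *cueR*, *copA* and *zitB* had slopes of -0.96, -0.55 and -0.29 and *cusR* one of 0.25. The calls on *cusR* and *zitB* were lost without the array of 1.0, 3.5 or 4.0 h, and that on *cusR* also without that of 0.5, 2.0 or 3.0 h. Of 18 genes of envelope stress or linked to vesicles 5 rose and 1 fell (6 and 1 adjusted over the list alone), with *pspB*, *pal* and *pspD* at 0.59, 0.54 and 0.52 and *rseB* at -0.51, but 0 rose and 0 fell without the array of 4.0 h, 1 and 0 without that of 3.5 h, 2 and 0 without that of 1.0 h, and 6 and 0 without that of 0.5 h. Among 15 oxidative stress genes, 1 rose (*zwf*) and 1 fell (*nfsA*) (2 and 3 adjusted over the list alone), and 0 rose and 0 fell without the array of 3.5 or 4.0 h or with quantile normalization. The call on *zwf* was also lost without the array of 0.5 h and that on *nfsA* without that of 1.0 h. Heat shock genes were highest in mid course, with a median of 1.24 at 2.0 h and 0.11 at 4.0 h, and 0 of 17 passed the test for a linear trend (0 adjusted over the list alone, and 1 rose without the array of 2.0 h), with *ibpB* at 2.52 and *grpE* at 0.90 at 2.0 h. Arabinose transport, with 0 of 5 measured genes past the threshold (0 adjusted over the list alone), was high at a median of 2.06 at 0.5 h already, and the median was 4.65 at 1.5 h. When the array of 0.5 h was left out, 2 of these genes fell, among them *araG* (slope -0.98, adjusted p = 0.033), and without that of 1.5 h 1 rose, *araE* (adjusted p = 0.0412). With quantile normalization this list turned downward, at an adjusted p of 0.00643. *araG* was at 4.76 at 1.0 h and 1.33 at 4.0 h. Camera's adjusted p was 0.272 for cold shock, 0.459 for efflux, 0.74 for envelope stress, 0.255 for oxidative stress, 0.685 for heat shock and 0.953 for arabinose transport.

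Of 12 genes deleted in TOP10, 0 rose and 1 fell (*leuC*, slope -0.33; 0 and 1 adjusted over the list alone; camera adjusted p = 0.162), a call lost without the array of 0.5, 3.5 or 4.0 h, with quantile normalization, by ordinary least squares and for late against early arrays, and 9 of the 12 were tied on at least 4 of the 7 arrays. As the strain lacks these genes, the call on *leuC* is not a change of its own transcript. The list was meant to show how probes without a target behave: the ratio of the SD of their slopes to that of the 129 table rows without a platform symbol was 0.238. That ratio decides nothing, since those rows were picked for their trend, and whether probes without a target follow the background stays open.

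Of 35 genes of the rpoS regulon 25 fell and 10 did not pass (camera adjusted p = 1.39e-17, and adjusted p = 0.565 with an estimated correlation), and the uninduced cells may have entered stationary phase earlier than the induced cells, a transition the paper describes as delayed or inhibited in cultures that express DX. Ribosomal protein genes, which fall on entry into stationary phase, would then rise in the ratio beyond random lists. Their median slope was -0.076 (95 percent bootstrap interval -0.20 to 0.03), against a 95th percentile of random lists of 0.09, and quantile normalization and late against early arrays gave downward adjusted p-values of 5.71e-05 and 0.000257. The prediction set beforehand, a median slope above 0 and above random lists, was not met, and the whole interval lies below the bound. These genes therefore showed no steady rise in the ratio. Their course was not a straight line, so the slope cannot decide on an earlier entry of the uninduced cells, which stays open. With each array left out in turn the median lay between -0.20 and 0.0089, and without the array of 3.0 h the upper end of the interval, 0.11, passed the bound of 0.10. The interval is over genes and takes no account of noise that genes share on an array. The median log2 ratio was 0.49 at 0.5 h, 0.42 at 1.0 h, 1.62 at 1.5 h, -0.09 at 3.0 h and 0.79 at 4.0 h, and above 0 on 6 of the 7 arrays. Such levels also hold any constant dye effect and were not used to decide, but that effect cannot give the step between 1.0 and 1.5 h. The median of the rpoS list fell at the same step, from -0.28 to -1.24, where the arrays also differ over all named genes. Whether the cultures differed in cell density was not analysed, and an effect of DX or of arabinose on the regulon stays open. Of 52 genes 2 rose, *rpsT* and *rpsU* at 0.77 and 0.73, and 0 fell (1 rose adjusted over the list alone, camera adjusted p = 0.211). Their number was 0 without the array of 3.5 or 4.0 h, 1 without that of 0.5, 1.0 or 2.0 h, 3 without that of 1.5 h and 4 without that of 3.0 h. The call on *rpsU* was kept in 7 of 15 alternative settings.

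In 100 orders of the 7 arrays, the real one included, 1 order gave 750 genes past the threshold or more, the real one, and the highest of the others gave 201. Neighbouring arrays were alike, with a correlation of 0.918 between those of 3.5 and 4.0 h, so a chance drift over the course is not excluded. Of the 35 splits into 3 and 4 arrays, 1 gave 187 genes or more, that of late against early arrays, and the highest other gave 5. This says that the order of the arrays matters, not that DX is the cause, since any drift over the course would do the same.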
